# *Pdgfra* marks a cellular lineage with distinct contributions to myofibroblasts in lung maturation and injury response

**DOI:** 10.7554/eLife.36865

**Published:** 2018-09-04

**Authors:** Rongbo Li, Ksenija Bernau, Nathan Sandbo, Jing Gu, Sebastian Preissl, Xin Sun

**Keywords:** lung, development, myofibroblasts, Mouse

## Abstract

*Pdgfra*-expressing (*Pdgfra+*) cells have been implicated as progenitors in many mesenchymal tissues. To determine lineage potential, we generated *Pdgfra^rtTA^* knockin mice using CRISPR/Cas9. During lung maturation, counter to a prior study reporting that *Pdgfra*+ cells give rise equally to myofibroblasts and lipofibroblasts, lineage tracing using *Pdgfra^rtTA^;tetO-cre* mice indicated that ~95% of the lineaged cells are myofibroblasts. Genetic ablation of *Pdgfra^+^*cells using *Pdgfra^rtTA^*-driven diphtheria toxin (DTA) led to alveolar simplification, demonstrating that these cells are essential for building the gas exchange surface area. In the adult bleomycin model of lung fibrosis, lineaged cells increased to contribute to pathological myofibroblasts. In contrast, in a neonatal hyperoxia model of bronchopulmonary dysplasia (BPD), lineaged cells decreased and do not substantially contribute to pathological myofibroblasts. Our findings revealed complexity in the behavior of the *Pdgfra*-lineaged cells as exemplified by their distinct contributions to myofibroblasts in normal maturation, BPD and adult fibrosis.

## Introduction

With the increasing understanding of cellular diversity and plasticity at the single cell-resolution, knowledge of the mesenchyme still lags behind the epithelium. *Pdgfra* is expressed in selected cell types in a wide array of mesenchymal tissues, including the lung, heart, intestine, skin and cranial facial mesenchyme (Boström et al., 1996; Chong et al., 2013; Karlsson et al., 1999; Karlsson et al., 2000; Lindahl et al., 1997; McCarthy et al., 2016). In accordance, *Pdgfra*-null mice die at mid-gestation with failed development of multiple mesenchymal tissues (Soriano, 1997). Conditional inactivation of *Pdgfra* in the lung mesenchyme at a later time during embryogenesis led to simplified alveoli, suggesting that it is essential for septal ridge formation (Branchfield et al., 2016; McGowan and McCoy, 2014). In the adult lungs, *Pdgfra^+^* cells have been described to be in close proximity to alveolar epithelial type 2 cells (AEC2s), and are implicated as niche for AEC2s by way of supporting their proliferation and differentiation (Barkauskas et al., 2013). Recent studies further defined the *Pdgfra+* cells as niche for the subset of AEC2s that are especially primed as progenitors in repair (Nabhan et al., 2018; Zepp et al., 2017). Aberrant PDGFRA activity have been linked to a large number of diseases, including adult diseases such as fibrosis and cancer, and pediatric diseases such as bronchopulmonary dysplasia (BPD) (Decker et al., 2017; Mueller et al., 2016; Nannini et al., 2013; Olson and Soriano, 2009; Popova et al., 2014). These data support that *Pdgfra^+^* cells and PDGFRA function in these cells are of key importance in the development, homeostasis and pathogenesis of the mesenchyme.

In the lungs, the term ‘myofibroblasts’ has been used to define alveolar cells that express smooth muscle markers such as alpha-smooth muscle actin (a-SMA, encoded by *Actin alpha two* or *Acta2* gene), or smooth muscle 22a (SM22a, encoded by *Transgelin* or *Tagln* gene). While lung myofibroblasts most commonly referred to cells in patients with adult diseases such as fibrosis, smooth muscle marker-positive alveolar cells are also found in patients with prematurity related neonatal diseases such as bronchopulmonary dysplasia. Moreover, they are found in normal lungs during maturation. In normal mouse lungs, myofibroblasts are mostly found in the neonatal period, between postnatal day (P) three and P13, in the first phase of alveologenesis (Branchfield et al., 2016; McGowan et al., 2008). After P14, a-SMA and SM22a expression in the alveolar region is drastically reduced to near baseline levels, continuing into the adult. Thus, in the normal lung, the term ‘myofibroblasts’ refers to the population of cells that are transiently expressing a-SMA+ and SM22a+ during the process of alveologenesis when secondary septae or crests form. For this reason, they have also been referred to as secondary crest myofibroblasts (Li et al., 2015). However, in pathological settings, such as in BPD and neonatal hyperoxia mouse model of BPD, smooth muscle markers continue to be detected in the alveolar region, indicating persistence of myofibroblasts. In the adult lung fibrosis and bleomycin mouse model of fibrosis, smooth muscle markers return in the alveolar region, either from re-expression of these markers in cells that used to express them, or from de novo expression in cells that were never myofibroblasts. The cellular relationship as well as molecular similarities among these three types of myofibroblasts have not been defined. Understanding the mechanisms underlying the dynamic nature of normal myofibroblasts may inform how we can convert fibrotic myofibroblasts into non-fibrotic lung mesenchymal cells.

In the normal lungs during alveologenesis, using a BAC transgenic *Pdgfra-creERT2* line in lineage tracing, it was reported that *Pdgfra*+ cells give rise to both myofibroblasts and lipofibroblasts, with a slight bias towards more lipofibroblasts (Ntokou et al., 2015). At this early postnatal stage, myofibroblasts are found to underline nascent septal ridges, suggesting that they may be important for septae formation (Branchfield et al., 2016). They also deposit extracellular matrix, such as elastin, which provides the lungs with its elasticity and tensile strength (Toshima et al., 2004). In comparison, lipofibroblasts are characterized by their lipid-filled vesicles, and expression of markers such as Perilipin 2 (PLIN2, also known as ADRP). In addition to *Pdgfra*+ cells, it has also been shown that *Tbx4* and *FGF10* expressing cells of the distal lung can give rise to lipofibroblasts during development (El Agha et al., 2014; Zhang et al., 2013). In the adult lungs, using the BAC transgenic *Pdgfra-creERT2* line, it was shown that lineaged cells do contribute to fibrotic myofibroblasts (Zepp et al., 2017). In addition, other cell lineages, for example, *Adrp*-expressing lipofibroblasts can also contribute to fibrotic myofibroblasts (El Agha et al., 2017).

In this study, we addressed the relationship between *Pdgfra*+ cells and the three types of myofibroblasts by generating a novel *Pdgfra^rtTA^* knockin mouse line using CRISPR/Cas9 technology. This line faithfully labeled *Pdgfra*-expressing cells. In normal development, we found that *Pdgfra*+ cells give rise primarily to alveolar myofibroblasts and very few lipofibroblasts, counter to previous report (Ntokou et al., 2015). In the two models of lung diseases, *Pdgfra*+ cells showed substantial contribution to myofibroblasts in the bleomycin model of fibrosis, but not in the hyperoxia model of BPD. These findings demonstrate that the *Pdgfra*+ cells have distinct lineage potential in different settings, and make distinct contribution to the three types of myofibroblasts.

## Results

### Efficient generation of the *Pdgfra^rtTA^* knockin line using CRISPR/Cas9

To generate *Pdgfra^rtTA^* line, we used the CRISPR/Cas9 technology and designed a guide RNA (gRNA) targeting a site in the first intron of *Pdgfra*. This is the same insertion site as in the *Pdgfra^GFP^* line, which is frequently used as a reporter of *Pdgfra* expression (Chen et al., 2012; Green et al., 2016; Hamilton et al., 2003; McGowan and McCoy, 2014; McGowan and McCoy, 2015). We chose to generate an rtTA knockin line rather than a creERT2 knockin line for two reasons. First, rtTA is activated by doxycycline which does not induce the frequent abortion observed with prenatal administration of tamoxifen that is needed to induce creERT2. Second, rtTA can be used to turn on/off transgene expression dynamically, while creERT2 acts through DNA re-arrangements that are not reversible. A double-stranded donor plasmid was generated that contains a splicing acceptor (SA), rtTA and triple polyadenylation sequence (3 PA), with ~1.5 kb homologous arms on each side (Figure 1A). Coinjection of CAS9 protein, gRNA and donor plasmid yielded 23 pups. Among them, two had the identical correct rtTA insertion through homologous recombination. Initial characterization indicated that the two lines behaved similarly. Thus, we used one of the two lines for all following experiments (Figure 1A and Figure 1—figure supplement 1A,B).

**Figure 1.**
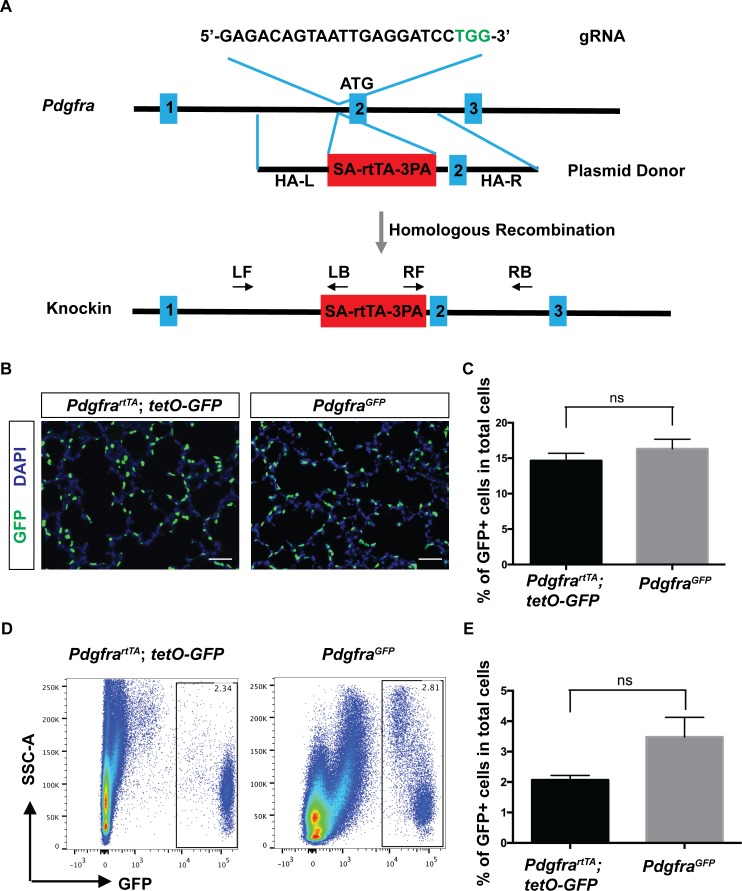
Generation and characterization of *Pdgfra^rtTA^* knock-in mouse line using CRISPR/Cas9. (**A**) A schematic overview of the strategy for generating the *Pdgfra^rtTA^* knock-in allele. The gRNA coding sequence is as shown, and the protospacer-adjacent motif (PAM) sequence is indicated in green. The first three of *Pdgfra* exons are diagramed in blue. The SA-rtTA-3PA fragment is diagramed in red. The homologous arms of the donor vector are indicated as HA-L (~1.5 kb) and HA-R (~1.5 kb). The approximate positions of primers used for PCR analysis are shown (LF-left forward, LB-left back, RF-right forward, RB-right back). (**B**) Representative immunofluorescent staining showing GFP+ cells in *Pdgfra^rtTA^;tetO-GFP* mice and *Pdgfra^GFP^* mice at P7, scale bars: 50 µm. (**C**) Quantification of the percentage of GFP+ cells as compared to total cell number in the lungs of the two different strains as shown in B (14.66 ± 1.04 for *Pdgfra^rtTA^;tetO-GFP* mice and 16.33 ± 1.34 for *Pdgfra^GFP^* mice, ns for not significant, p=0.379, n = 3 each). (**D**) FACS analysis of GFP+ cells in *Pdgfra^rtTA^;tetO-GFP* mice and *Pdgfra^GFP^* mice as indicated at P7. (**E**) Quantification of the percentage of GFP+ cells as compared to total cell number in the lungs of the two different strains as shown in D (2.07 ± 0.15 for *Pdgfra^rtTA^;tetO-GFP* mice and 3.48 ± 0.64 for *Pdgfra^GFP^* mice, ns for not significant, p=0.0759, n = 4 each). 10.7554/eLife.36865.005Figure 1—source data 1.Raw data for Figure 1.

**Figure 1—figure supplement 1.**
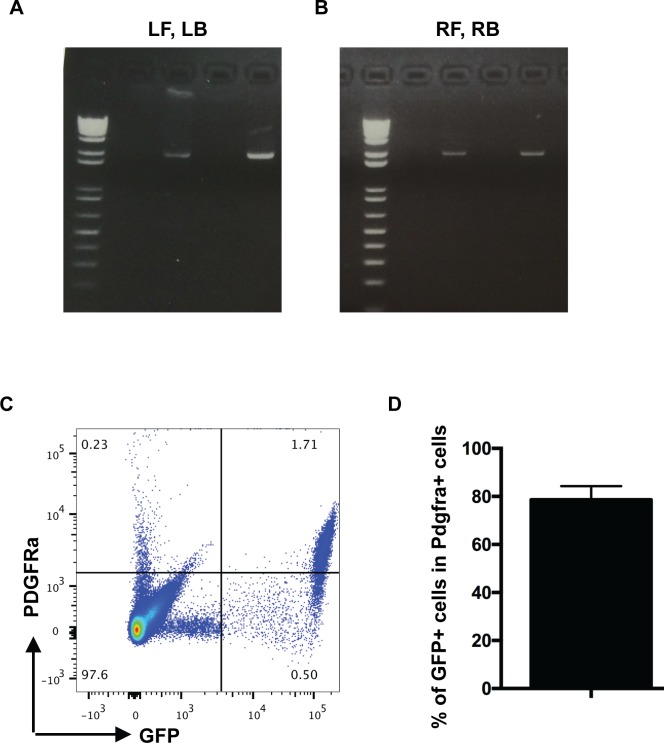
PCR confirmation of the correct homologous recombination following CRISPR/Cas9 injection and the labeling efficiency of *Pdgfra^rtTA^* mice. (**A–B**) Primer sets LF, LB and RF, RB as indicated in Figure 1A were used in genomic PCR on tail DNA of CRISPR/Cas9 injected founder animals. Two samples showed positive homologous recombination-mediated insertion of rtTA cDNA. (**C**) Representative FACS plot showing GFP+ and PDGFRa+ cells as labeled by CD140a (PDGFRa)-PE antibody in *Pdgfra^rtTA^;tetO-GFP* mice at P7. (**D**) Quantification of the percentage of GFP+ cells as compared to total PDGFRa+ cells in the lungs as shown in C (78.62 ± 5.71, n = 4). 10.7554/eLife.36865.004Figure 1—figure supplement 1—source data 1.Raw data for Figure 1—figure supplement 1.

### *PDGFRa^rtTA^* drives rtTA activity faithfully in the *Pdgfra* expression pattern

To determine rtTA activity, we mated *Pdgfra^rtTA^* mice with *tetO-GFP* reporter mice. Doxycycline (dox) administration started at embryonic day (E) 9.5 and continued on to postnatal day (P) 7, the peak of alveologenesis, when the activity was analyzed. In sections of the alveolar region, GFP signal was found regularly at septal tips (Figure 1B). This pattern replicates that of the *Pdgfra^GFP^* line. Quantification across sections from multiple lung samples showed that GFP+ cells made up a similar percentage of total alveolar cell population in *Pdgfra^rtTA^;tetO-GFP* lungs as compared to *Pdgfra^GFP^* lungs (Figure 1C). Quantification using flow cytometry analysis from dissociated lungs revealed that GFP+ cells made up a smaller percentage of total lung cells in *Pdgfra^rtTA^;tetO-GFP* lungs as compared to *Pdgfra^GFP^* lungs, but the difference is not statistically significant (Figure 1D,E). For labeling efficiency in *Pdgfra^rtTA^;tetO-GFP*, flow cytometry analysis showed that out of the total PDGFRa+ cells as labeled by anti-CD140a (PDGFRa)-PE antibody, 78.62 ± 5.71% were GFP+ (Figure 1—figure supplement 1C,D). These results indicate that the knockin rtTA strain recapitulates *Pdgfra* expression efficiently.

### Lineage tracing revealed that *Pdgfra* cells give rise primarily to normal alveolar myofibroblasts

To perform lineage tracing of *Pdgfra*-expressing cells, we generated *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* reporter mice. First, with no dox treatment, only rare tdTomato+ cells were observed, suggesting that there is very little leaky activity (Figure 2—figure supplement 1A). Second, when induced with dox starting at E9.5 and analyzed at E12.5, *Pdgfra*+ lineaged cells represent a large proportion of mesenchymal cells, similar to that of GFP+ cells in E12.5 *Pdgfra^GFP^* lungs (Figure 2—figure supplement 1B,B’, C and C’). However, there are unlabeled mesenchymal cells in lungs of both strains.

Third, when induced with dox starting at E9.5 and continuing on to P7, the peak of alveologenesis, tdTomato +*Pdgfra* lineaged cells were primarily located at the septal tips (Figure 2A). TdTomato signal showed substantial colocalization with myofibroblast marker SM22a staining in the alveolar region (Figure 2B–E, arrows). A similar colocalization was observed with another myofibroblasts marker, a-SMA (Figure 2—figure supplement 1D–F). Quantification revealed that 94.3 ± 1.83% of tdTomato+ cells were SM22a-positive (Figure 2N). In comparison, only 5.6 ± 1.19% of tdTomato+ cells were positive for the lipofibroblast marker ADRP (Figure 2F–I and Figure 2N). Interestingly, 3.78 ± 1.48% of tdTomato+ cells were positive for the endothelial marker EGR (Figure 2J–M and Figure 2N). This was also confirmed with ICAM2 staining, a second marker of endothelial cells (Figure 2—figure supplement 1G–I). Focusing on myofibroblasts, quantification revealed that 92.71 ± 0.84% of SM22a + cells were tdTomato+ (Figure 2O), indicating that the majority of the myofibroblasts at P7 are derived from *Pdgfra*+ cells. There was no labeling of the vascular smooth muscles at P7 (Figure 2—figure supplement 1J–L). While there were labeled cells subjacent to the airway, they did not overlap with airway smooth muscles upon close inspection (Figure 2—figure supplement 1J–L).

**Figure 2.**
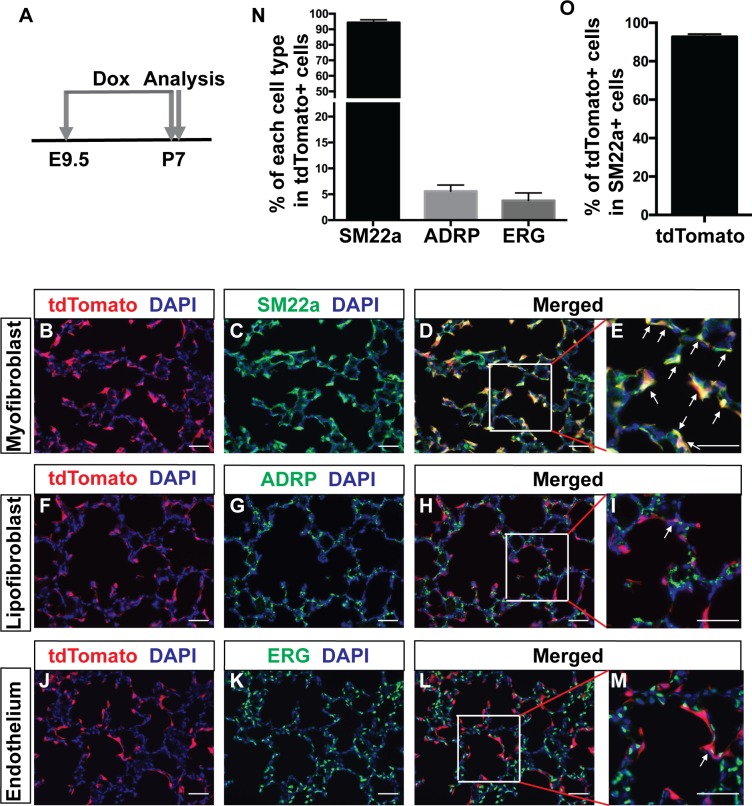
Lineage tracing of *Pdgfra* cells starting prenatally. (**A**) Timeline of the start of dox treatment and analysis. (**B–M**) Representative immunofluorescent staining of P7 *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* lungs. Markers are as indicated: tdTomato (red), the myofibroblast marker SM22a (green) and DAPI (blue) (**B–E**); the lipofibroblast marker ADRP (green) (**F–I**); the endothelium cells marker ERG (green) (**J–M**). Arrows in panels E, I and M indicate cells with co-localization of signals. Scale bars: 50 µm. (**N**) Quantification of the percentages within tdTomato+ cells that are also SM22a+ for myofibroblasts, ADRP+ for lipofibroblasts, and ERG+ for endothelial cells, respectively (94.3 ± 1.83 for SM22a, 5.6 ± 1.19 for ADRP and 3.78 ± 1.48 for ERG, n = 3 each). (**O**) Quantification of the percentage within SM22a+ cells that are also tdTomato+ for lineaged cells (92.71 ± 0.84, n = 3). 10.7554/eLife.36865.011Figure 2—source data 1.Raw data for Figure 2.

**Figure 2—figure supplement 1.**
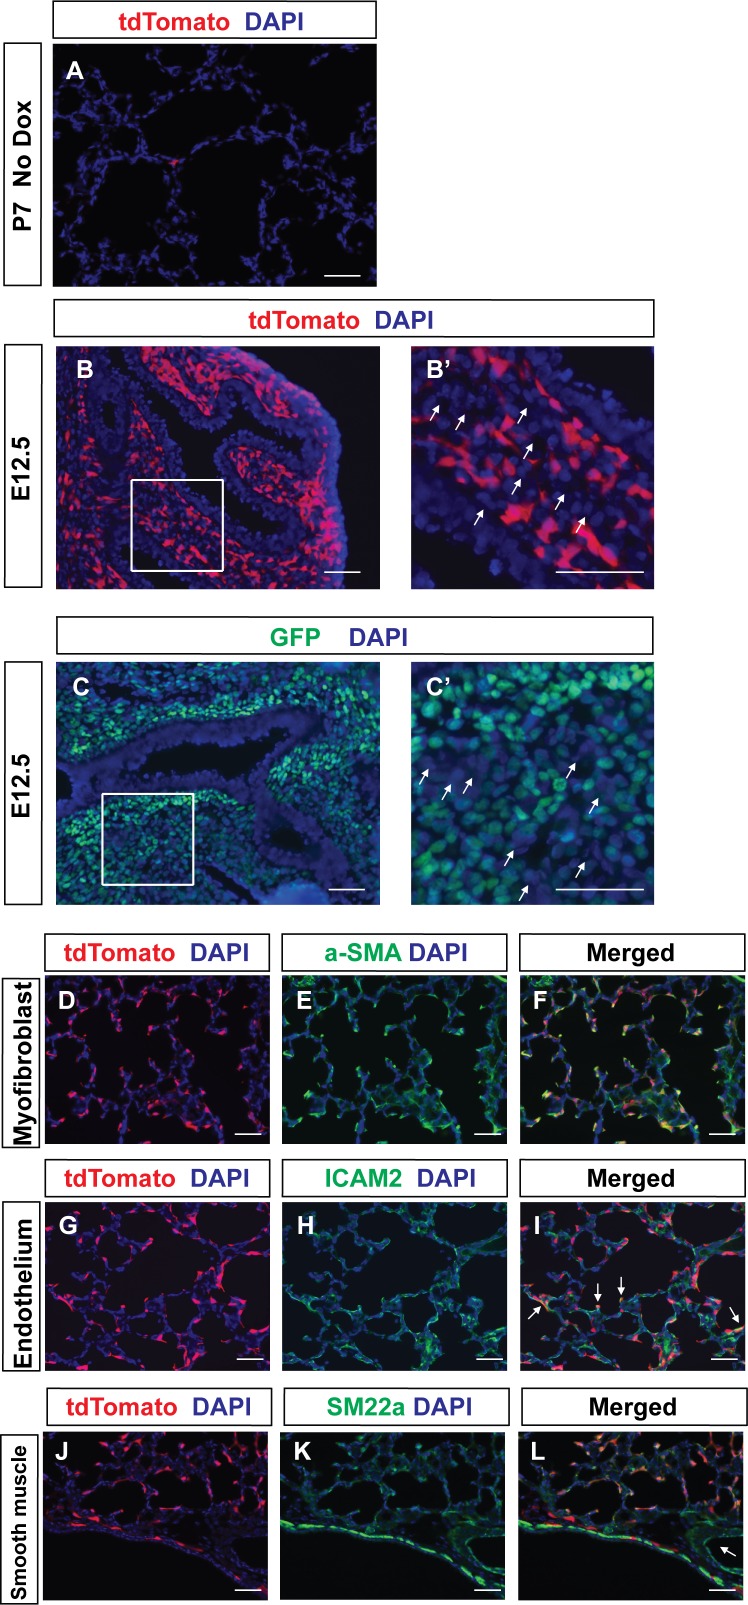
Tracing of *Pdgfra*-lineaged cells in prenatal stage. (**A**) Representative immunofluorescent staining for tdTomato (red) and DAPI (blue) in lungs of *PDGFRa^rtTA^;tetO-cre;Rosa-tdTomato* mice at P7 without dox feeding. (**B,B’**) Representative immunofluorescent staining for tdTomato (red) and DAPI (blue) in lungs of *PDGFRa^rtTA^;tetO-cre;Rosa-tdTomato* mice at E12.5. Boxed area in B is magnified in B’. Arrows in panel (**B’**) indicate unlabeled cells. (**C–C’**) Representative immunofluorescent staining for GFP (green) and DAPI (blue) in lungs of *Pdgfra^GFP^* mice at E12.5. Boxed areas in C is magnified in C’. Arrows in panels (**C’**) indicate unlabeled cells. (**D–F**) Representative immunofluorescent staining for tdTomato (red), a-SMA (green) and DAPI (blue) in lungs of *PDGFRa^rtTA^;tetO-cre;Rosa-tdTomato* mice at P7. (**G–I**) Representative immunofluorescent staining for tdTomato (red), ICAM2 (green) and DAPI (blue) in lungs of *PDGFRa^rtTA^;tetO-cre;Rosa-tdTomato* mice at P7. Arrows in panels (**I**) indicate co-localization of tdTomato and ICAM2 (**J–L**) Representative immunofluorescent staining for tdTomato (red), SM22a (green) and DAPI (blue) in lungs of *PDGFRa^rtTA^;tetO-cre;Rosa-tdTomato* mice at P7. Arrow in panels (**L**) indicates vascular smooth muscle cells which are not lineage-labeled. Scale bars: 50 µm.

**Figure 2—figure supplement 2.**
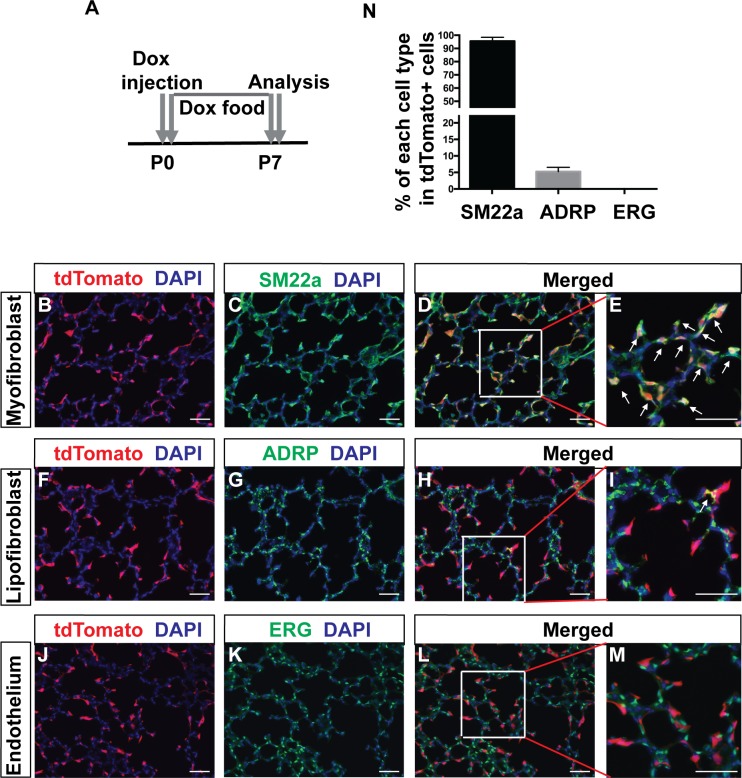
Tracing of *Pdgfra*-lineaged cells in the early postnatal stage. (**A**) Timeline of dox treatment and analysis. *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* mice were given one dose of dox injection at P0 followed by dox food until analysis at P7. (**B–M**): Representative immunofluorescent staining in P7 *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* lungs. Markers are as indicated: tdTomato (red), the myofibroblast marker SM22a (green) and DAPI (blue) (**B–E**); the lipofibroblasts marker ADRP (green) (**F–I**); the endothelium cells marker ERG (green) (**J–M**). Arrows in panels E and I indicate co-localization. (**N**) Quantification of the percentages within tdTomato+ cells that are also SM22a+ for myofibroblasts, ADRP+ for lipofibroblasts, and ERG+ for endothelial cells, respectively (95.57 ± 1.65 for SM22a and 5.25 ± 0.75 for ADRP, n = 3 each). Scale bars: 50 µm. 10.7554/eLife.36865.009Figure 2—figure supplement 2—source data 1.Raw data for Figure 2—figure supplement 2

**Figure 2—figure supplement 3.**
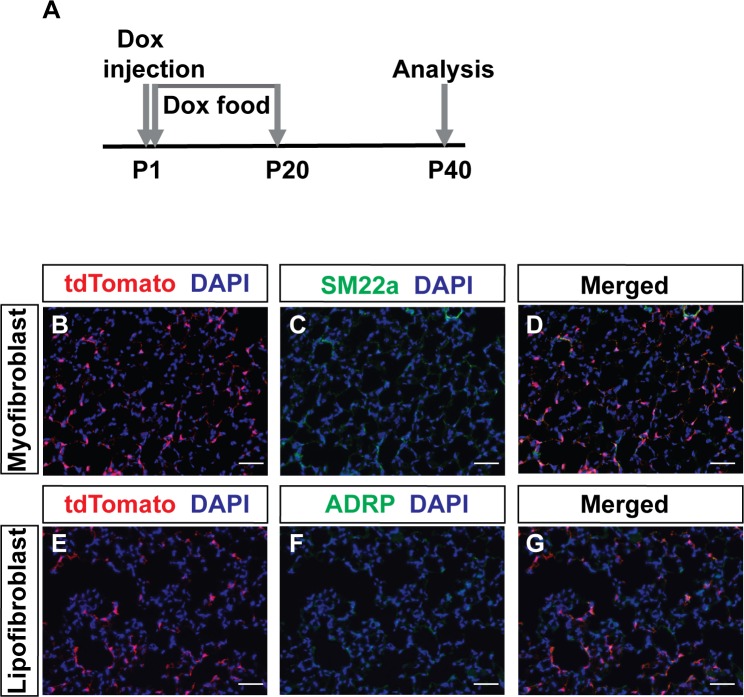
Lineage tracing of PDGFRa cells to adult. (**A**) Timeline of dox treatments and analysis. (**B–G**) Representative immunofluorescent staining of *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* mice at P40. Markers include: tdTomato (red), SM22a (green) and DAPI (blue) (**B–D**); and tdTomato (red), ADRP (green) and DAPI (blue) (**E–G**). Scale bars: 50 µm.

Fourth, we traced the postnatal lineage starting at birth by a single dose of dox injection at P0 followed by dox food until analysis at P7 (Figure 2—figure supplement 2A). Similar to our results from prenatal tracing, 95.57 ± 1.65% of tdTomato+ cells were positive for SM22a, and 5.25 ± 0.75% were positive for ADRP (Figure 2—figure supplement 2B–I and Figure 2—figure supplement 2N). Distinct to the result from prenatal tracing, no tdTomato+ cells were positive for ERG (Figure 2—figure supplement 2J–M and Figure 2—figure supplement 2N). Taken together, the findings from our knockin line demonstrate that *Pdgfra*-lineaged cells give rise primarily to myofibroblasts, with minor contributions to lipofibroblasts and endothelial cells.

We recently showed that in a normal lung, myofibroblasts as defined by a-SMA and SM22a expression, are transiently detected starting at P3, peaks at P7, lowers to close to undetectable levels starting at P14, continuing into adult (Branchfield et al., 2016). The duration of expression corresponds precisely with the first of the two phases of alveologenesis (Schittny et al., 2008). This observation raised the question of whether the loss of myofibroblast markers is due to myofibroblast cell death or their downregulation of smooth muscle characteristics. Since *Pdgfra+* cells give rise primarily to myofibroblasts as demonstrated above, we asked whether the tdTomato+ cells simply disappeared, or survived but turned off SM22a expression. After dox induction in the early postnatal stage, tdTomato+ cells were found to survive to adult stage as analyzed at P40, even though very little SM22a or ADRP expression can be detected (Figure 2—figure supplement 3). These data suggest that the transient nature of myofibroblasts during alveologenesis is due to these cells turning on and off smooth muscle markers.

### Single cell transcriptome analysis of *Pdgfra*+ cells revealed diversity during alveologenesis

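GFP+ cells sorted from *Pdgfra GFP* lungs, in which GFP reports the activity of the *Pdgfra* locus, were made into 1 library at P7 and 1 library at P15 with the 10X Genomics droplet protocol. In this protocol each RNA molecule receives a barcode that names its cell and a UMI that names the molecule, so that reads copied from one molecule are counted once. The authors aligned the reads to the mm10 mouse genome with STAR inside Cell Ranger, counted reads in introns as well as in exons, kept barcodes by Cell Ranger's own cell filter, and deposited the UMI counts of 27998 genes in each cell without normalization. The P7 library held 9871489 UMIs in 3217 cells, with a median of 2896 UMIs per cell and a range of 773 to 12397. The P15 library held 3437234 UMIs in 1234 cells, with a median of 2578.5 UMIs per cell and a range of 664 to 10754. Mitochondrial genes took a median of 4.13% of a cell's UMIs at P7 and 2.52% at P15. They took over 10% in 486 P7 cells and in 16 P15 cells, and no alternative filtered on this share.
From these counts, each library was clustered on its own in the way the paper outlines. The counts of each cell were scaled to 10000 UMIs and log-transformed, the UMI total was regressed out, and a graph of the 30 nearest neighbours of each cell over 20 principal components of the 2000 most variable genes was divided into clusters. The lowest resolution that gave all the cluster types of Fig. 3A or 3D was used. Clusters were named by genes legible in the heatmaps of Fig. 3B and 3E that the text does not name, so the genes compared here did not name a cluster, although they could enter the variable genes. For each gene, the cells of 2 groups were compared by the two-sided rank-sum statistic on the log-normalized counts. Its p-value came from 100000 permutations of the cell labels, whose smallest possible p is 1e-05, and was adjusted by the Benjamini-Hochberg method over all 29 comparisons. The size of a difference is given as avg logFC, the difference between groups in ln(mean normalized UMI + 1), with a 95% interval from 2000 bootstrap resamples of the cells. Shares of cells are given with 95% Wilson intervals, which cover counting error only.
With 1 library per age there was no replicate library, so these tests compare the cells of the libraries and not the ages or the mice. The p-values of genes between clusters of one library are descriptive, since the clusters were drawn from the same counts. For a gene with no UMI in a library, the share of cells with a detectable UMI could still be up to 0.0933% at P7 or 0.243% at P15, which is 3 cells of each library. This does not cover cells that express a gene below detection, which can be many more.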

To further characterize *Pdgfra*+ cells during alveologensis, we performed single-cell RNA sequencing (scRNA-Seq) using fluorescence-activated cell sorting (FACS) enriched GFP+ cells from *Pdgfra^GFP^* lungs at P7 (Figure 1D) and P15 (Figure 3—figure supplement 1). For P7, we analyzed profiles of 3204 sorted cells, with a median of 1596 genes per cell. t-distributed stochastic neighbor embedding (tSNE)-based plot revealed that *Pdgfra*+ cells from P7 lungs can be separated into five clusters (Figure 3A). 

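In the P7 library, a median of 1596 genes was detected per cell, with a range of 55 to 4206, over 3217 cells. At a resolution of 0.2 the cells fell into 5 clusters, each matched to a different cluster of Fig. 3A. Cluster 1 held 1315 cells, or 40.9% (95% Wilson interval 39.2% to 42.6%), and cluster 2 held 1355 cells, or 42.1% (40.4% to 43.8%). Cluster 3 held 241 cells (7.49%), cluster 4 held 203 (6.31%) and cluster 5 held 103 (3.20%). The depth differed between them, with a median of 2536 UMIs per cell in cluster 1, 3084 in cluster 2 and 3735 in cluster 5. Restricting the library to the 2361 cells with at least 1000 genes left 896 cells in cluster 1. Cluster 3 moved most with 1000 variable genes, to 277 cells.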

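*Pdgfra* (ENSMUSG00000029231) lies on chromosome 5 of GRCm38, the assembly also called mm10, from 75152292 to 75198215. At least 1 *Pdgfra* UMI was counted in 893 of the 3217 P7 cells, or 27.8% (95% Wilson interval 26.2% to 29.3%), although all were sorted as GFP+. In cluster 1, 44.3% of cells had *Pdgfra* (41.7% to 47.0%), with 0.764 ± 1.12 UMIs per cell (SD over 1315 cells). The share in cluster 2 was 10.6% (9.10% to 12.4%), with 0.150 ± 0.574 UMIs per cell (SD over 1355 cells). The avg logFC of cluster 1 against cluster 2 was 0.93 (95% interval 0.84 to 1.02, adjusted p = 1.1e-05, permutation test). A pseudocount of 0.1 in place of 1 moved it most, to 1.59.
Sorted by level, 343 P7 cells had at least 2 *Pdgfra* UMIs, and 70.3% of these were in cluster 1 (65.2% to 74.9%) and 9.04% in cluster 2. Of the 550 cells with exactly 1 UMI, 62.2% were in cluster 1 (58.1% to 66.1%) and 20.5% in cluster 2 (17.4% to 24.1%). Cells without a *Pdgfra* UMI numbered 2324, and 52.1% of them were in cluster 2 (50.1% to 54.1%) and 31.5% in cluster 1. The level of 2 UMIs for high expression was chosen after the counts were seen, as the paper's text gives no level. At this depth a cell with no UMI can still express the gene.

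**Figure D1:**
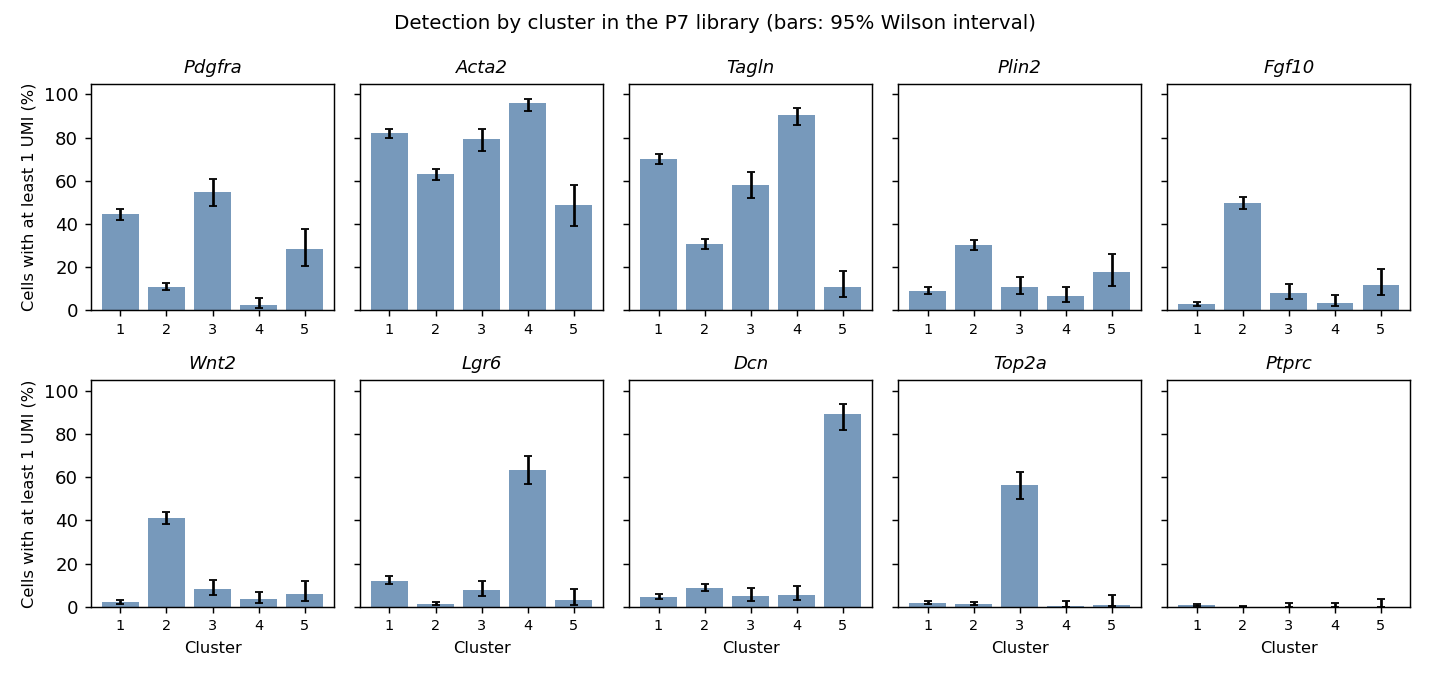
Share of P7 cells with at least 1 UMI of each of 10 genes, in percent on the vertical axis, for clusters 1 to 5 on the horizontal axis; bars show the share and error bars its 95% Wilson interval over the cells of the cluster. *Pdgfra* was highest in cluster 3 at 54.8%, with 44.3% in cluster 1 and 10.6% in cluster 2, *Fgf10* and *Wnt2* were highest in cluster 2, *Top2a* in cluster 3, *Lgr6* in cluster 4 and *Dcn* in cluster 5.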

Marker gene expression showed that the large cluster one contained the majority of *Pdgfra-*high expression cells, while the large cluster two contained the majority of *Pdgfra-*low expression cells. Interestingly, cluster two exhibited enriched expression of *Fgf10* and *Wnt2* (Figure 3B,C). 

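*Fgf10* (ENSMUSG00000021732), on chromosome 13 from 118669791 to 118792115, was detected in 672 of the 1355 cluster 2 cells at P7, or 49.6% (95% Wilson interval 46.9% to 52.3%), and in 3.92% of the other 1862 cells (3.13% to 4.901%). Its avg logFC in cluster 2 was 1.44 (95% interval 1.36 to 1.51, adjusted p = 1.1e-05, permutation test). *Wnt2* (ENSMUSG00000010797), on chromosome 6 from 17988940 to 18030585, was detected in 41.1% of cluster 2 cells (38.5% to 43.7%) and in 3.28% of the others (2.56% to 4.19%), an avg logFC of 1.12 (1.06 to 1.19) with the same adjusted p. With the genes named in the text left out of the clustering, the avg logFC of *Fgf10* was still 1.44.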

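*Plin2* (ENSMUSG00000028494), on chromosome 4 from 86648386 to 86670060, was detected in 407 cluster 2 cells at P7, which is 30.0% of the cluster (95% Wilson interval 27.7% to 32.5%). Cluster 1 had it in 116 cells, or 8.82% (7.41% to 10.5%). The mean was 0.432 ± 0.774 UMIs per cell in cluster 2 and 0.0989 ± 0.337 in cluster 1 (SD over cells), an avg logFC of 0.54 (95% interval 0.46 to 0.62, adjusted p = 1.1e-05, permutation test). Outside these clusters *Plin2* was detected in 10.8% of cluster 3, 6.40% of cluster 4 and 17.5% of cluster 5 cells.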

Consistent with prior publication that *Fgf10* lineaged cells give rise to lipofibroblasts (El Agha et al., 2014), cluster two contains cells that express *Plin2*, a lipofibroblast marker. 

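*Cks2* (ENSMUSG00000062248), on chromosome 13 from 51645232 to 51650660, was detected in 144 of the 241 cluster 3 cells at P7, or 59.8% (95% Wilson interval 53.5% to 65.7%), and in 6.35% of the other 2976 cells (5.53% to 7.28%). The avg logFC was 1.49 (95% interval 1.35 to 1.62, adjusted p = 1.1e-05, permutation test). *Top2a* (ENSMUSG00000020914), on chromosome 11 from 98992943 to 99024189, was detected in 56.4% of cluster 3 cells (50.1% to 62.5%) and in 1.41% of the others (1.05% to 1.90%), an avg logFC of 1.68 (1.55 to 1.7996) with the same adjusted p. Cluster 3 cells also had *Pdgfra* in 54.8% of cells (48.5% to 60.9%), and their median of 3455 UMIs per cell was above the library's 2896.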

Cluster three exhibited enriched expression of genes associated with cell cycle and cell proliferation, such as *Cks2* and *Top2a* (Figure 3B). 

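*Lgr6* (ENSMUSG00000042793), on chromosome 1 from 134983301 to 135105276, was detected in 129 of the 203 cluster 4 cells at P7, or 63.5% (95% Wilson interval 56.7% to 69.9%), and in 6.64% of the other 3014 cells (5.80% to 7.58%). Its avg logFC in cluster 4 was 1.43 (95% interval 1.298 to 1.55, adjusted p = 1.1e-05, permutation test). Among the other clusters, *Lgr6* was most frequent in cluster 1, at 12.2% of cells. *Acta2* was detected in 96.1% of cluster 4 cells and *Tagln* in 90.6%, the highest shares of any P7 cluster.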

Cluster 4, a distinct small population of cells, expressed *Lgr6*, which is primarily associated with airway smooth muscle cells (Lee et al., 2017) (Figure 3B,C). 

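In cluster 4 at P7, 5 of 203 cells had a *Pdgfra* UMI, or 2.46% (95% Wilson interval 1.06% to 5.64%), against 44.3% in cluster 1 (41.7% to 47.0%). The mean was 0.0394 ± 0.279 UMIs per cell in cluster 4 and 0.764 ± 1.12 in cluster 1 (SD over cells), an avg logFC of -1.25 (95% interval -1.34 to -1.15, adjusted p = 1.1e-05, permutation test). The median depth of cluster 4, 2883 UMIs per cell, was not below that of cluster 1, 2536. From the low *Pdgfra* counts the paper proposes that these cells passed the GFP+ gate as escapers.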

Consistent with our finding that *Pdgfra*+ cells do not contribute to airway smooth muscles, close examination indicated that cluster 4 cells showed no or low *Pdgfra* expression, suggesting that this small population may have come through GFP+ sorting as escapers from FACS gating. Finally, cluster 5, a distinct small population, exhibited expression enriched in matrix associated genes, including *Decorin* (*Dcn*) and several collagen genes (*Col1a1*, *Col3a1* and *Col14a1*) (Figure 3B,C). 

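*Dcn* (ENSMUSG00000019929), on chromosome 10 from 97479609 to 97518143, was detected in 92 of the 103 cluster 5 cells at P7, or 89.3% (95% Wilson interval 81.9% to 93.9%), and in 6.55% of the other 3114 cells (5.73% to 7.47%). It had 16.4 ± 18.4 UMIs per cell in cluster 5 and 0.103 ± 0.626 in the others (SD over cells), an avg logFC of 3.46 (95% interval 3.26 to 3.65, adjusted p = 1.1e-05, permutation test). *Col14a1* (ENSMUSG00000022371), on chromosome 15 from 55307750 to 55520803, was detected in 89.3% of cluster 5 cells and 8.25% of the others, with an avg logFC of 2.21. *Col1a1* (ENSMUSG00000001506), on chromosome 11 from 94936224 to 94953042, and *Col3a1* (ENSMUSG00000026043), on chromosome 1 from 45311538 to 45349706, were detected in over 90% of cells in and outside cluster 5, and differed in level. *Col1a1* had 57.2 ± 43.8 UMIs per cell in cluster 5 and 4.69 ± 5.75 in the others, an avg logFC of 2.21. *Col3a1* had 76.9 ± 56.7 and 6.20 ± 5.72 UMIs per cell, an avg logFC of 2.20. The adjusted p was 1.1e-05 for each collagen gene. Of the cluster 5 cells, 28.2% had *Pdgfra* (20.4% to 37.5%).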

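Of the 3217 P7 cells, 2371 had at least 1 *Acta2* UMI, or 73.7% (95% Wilson interval 72.2% to 75.2%). *Acta2* (ENSMUSG00000035783) lies on chromosome 19 from 34241090 to 34255590. *Tagln* (ENSMUSG00000032085), on chromosome 9 from 45929619 to 45936058, was detected in 1671 cells, or 51.9% (50.2% to 53.7%). Both genes were detected in the same cell in 1487 cells, or 46.2% (44.5% to 48.0%). *Plin2* was detected in 580 cells, or 18.0% (16.7% to 19.4%). Among the 893 cells with at least 1 *Pdgfra* UMI, 83.3% had *Acta2* (80.7% to 85.6%), 64.3% had *Tagln* (61.1% to 67.4%), 60.02% had both (56.8% to 63.2%) and 14.3% had *Plin2* (12.2% to 16.8%). These shares depend on the depth per cell. When at least 2 UMIs were required, *Acta2* was detected in 56.1% of the P7 cells, *Tagln* in 33.9%, both in 30.5% and *Plin2* in 4.85%. From the distribution of cells with these genes in Fig. 3C, the paper proposes that most *Pdgfra*+ cells express the myofibroblast genes and a minority the lipofibroblast gene, and sets this beside its lineage tracing.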

Focusing on myofibroblasts and lipofibroblasts, data from scRNAseq suggest that the majority of *Pdgfra*+ cells express *Acta2* and *Tagln*, while a minority of them express *Plin2* (Figure 3C), consistent with our lineage tracing data.

**Figure 3.**
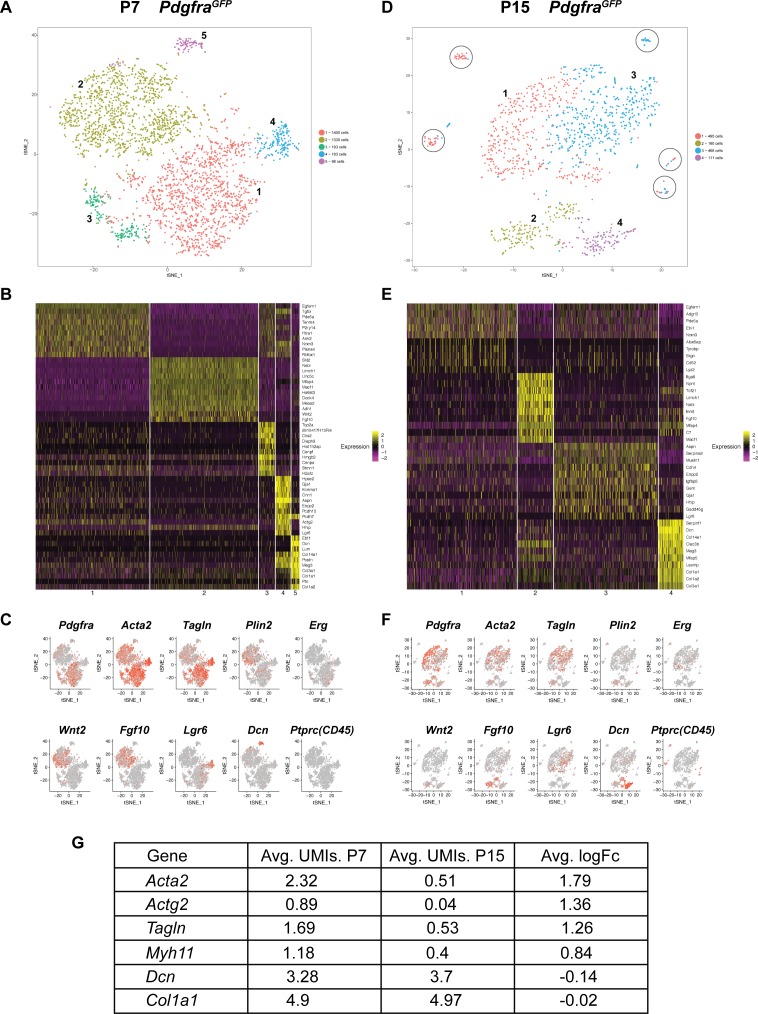
Single cell transcriptome analysis of *Pdgfra*+ cells during alveologenesis. (**A, D**) tSNE plots of scRNAseq data from cells isolated from P7 (**A**) and P15 (**D**) *Pdgfra^GFP^* lungs. Cells can be clustered into five and four main distinct populations at P7 and P15, respectively. Circles in D highlight satellite clusters. (**B, E**) Heatmap showing top expressed genes across clusters from P7 (**B**) and P15 (**E**) *Pdgfra^GFP^* lungs. (**C, F**) Distribution of cells expressing the indicated marker genes on tSNE plots from P7 (**C**) and P15 (**F**) *Pdgfra^GFP^* lungs. (**G**) A list of representative genes showed altered expression in P7 versus P15 *Pdgfra^GFP^* lungs, as indicated by the average unique molecular identifier (UMI) of the gene per cell in the *Pdgfra*-high clusters (for *Acta2*, *Actg2*, *Tagln* and *Myh11*), or in the matrix clusters (for *Dcn*, *Col1a1*).

**Figure 3—figure supplement 1.**
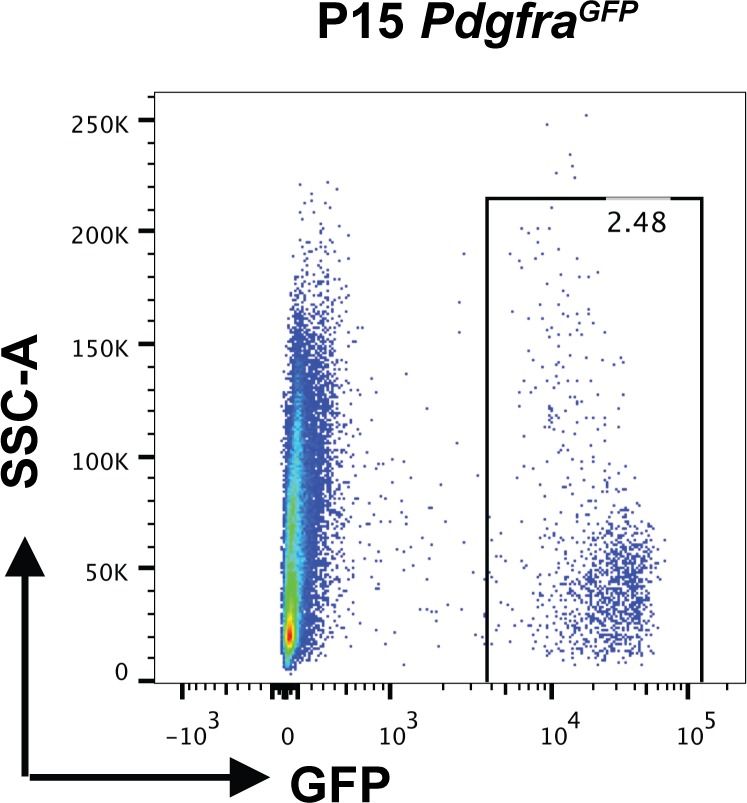
FACS sorting of GFP+ cells from P15 *Pdgfra^GFP^* mice. Representative FACS plot showing GFP+ cells in P15 *Pdgfra^GFP ^*mice.

For P15 *Pdgfra^GFP^* lungs, we were able to profile 1,234 cells with a median of 1441 genes per cell. tSNE-based plot revealed that these cells can be separated into four main clusters with a few satellite groups (Figure 3D). 

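In the P15 library, a median of 1441.5 genes was detected per cell, with a range of 252 to 3674, over 1234 cells. At a resolution of 0.3 the cells fell into 5 clusters. Of these, 4 matched the clusters of Fig. 3D, with 262 cells in cluster 1 (21.2%, 95% Wilson interval 19.0% to 23.6%), 182 in cluster 2 (14.7%, 12.9% to 16.8%), 567 in cluster 3 (45.9%, 43.2% to 48.7%) and 109 in cluster 4 (8.83%, 7.37% to 10.5%). The remaining 114 cells (9.24%, 7.75% to 11.0%) formed a cluster of their own with the immune genes of Fig. 3E and were kept apart. The division of cells between clusters 1 and 3 was not stable. With another random seed cluster 1 held 368 cells and cluster 3 held 461, and with a graph of 20 neighbours they held 448 and 379. Clusters 2 and 4 changed little with the seed, to 181 and 109 cells.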

There are similarities and differences as compared to P7. Cluster one at P15, similar as cluster one at P7, contained a majority of *Pdgfra-*high expressing cells (Figure 3E,F). 

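At P15, 559 of 1234 cells had a *Pdgfra* UMI, or 45.3% (95% Wilson interval 42.5% to 48.1%). In cluster 1, 74.4% of cells had *Pdgfra* (68.8% to 79.3%), with 1.79 ± 1.69 UMIs per cell (SD over 262 cells). In the other 972 cells the share was 37.4% (34.5% to 40.5%), with 0.697 ± 1.32 UMIs per cell. The avg logFC of cluster 1 against the other cells was 0.89 (95% interval 0.76 to 1.03, adjusted p = 1.1e-05, permutation test). *Pdgfra* was detected in 50.5% of cluster 2, 40.7% of cluster 3 and 33.9% of cluster 4 cells, and in 3.51% of the immune cluster.
At least 2 *Pdgfra* UMIs were counted in 277 P15 cells. Of these, 45.5% were in cluster 1 (39.7% to 51.4%), 36.8% in cluster 3 (31.4% to 42.6%), 13.7% in cluster 2 and 3.97% in cluster 4. The share in cluster 1 changed with the clustering, and was 67.9% with a graph of 20 neighbours and 32.9% without regressing out the UMI total.

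**Figure D2:**
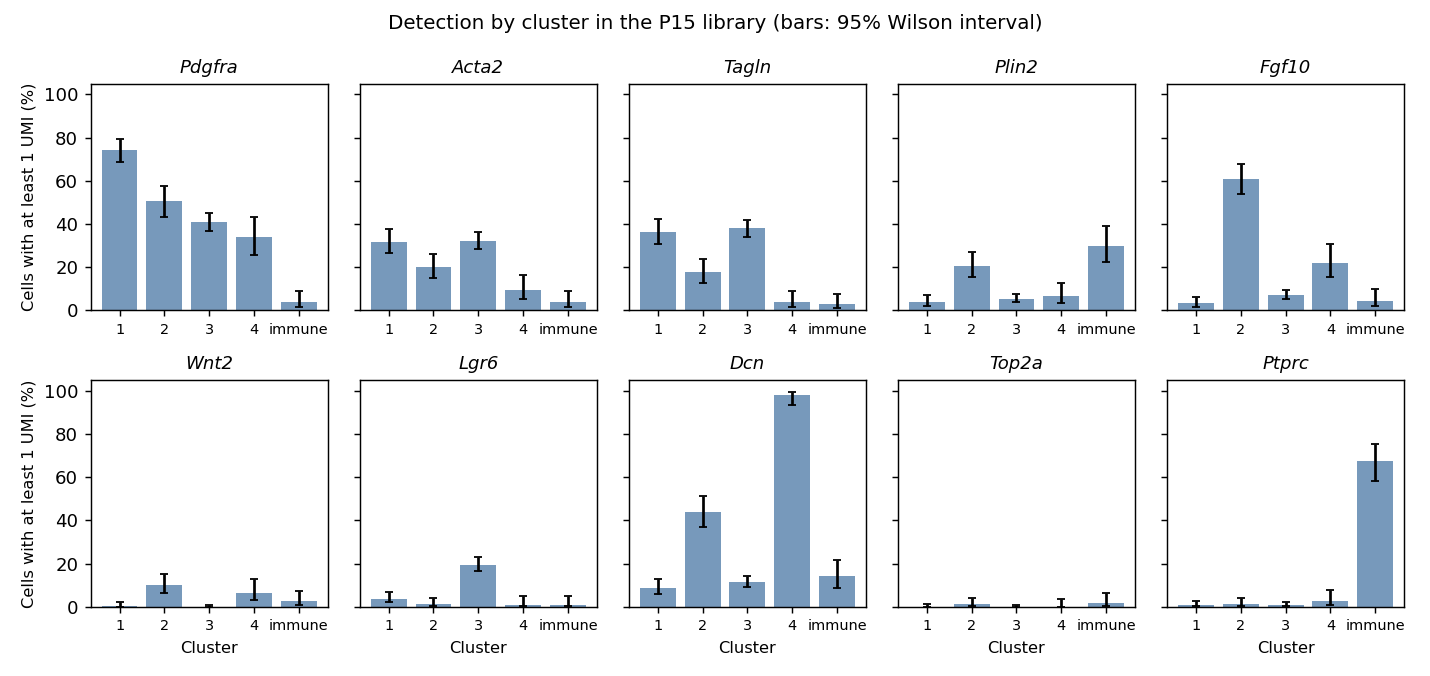
Share of P15 cells with at least 1 UMI of each of 10 genes, in percent on the vertical axis, for clusters 1 to 4 and the immune cluster on the horizontal axis; bars show the share and error bars its 95% Wilson interval over the cells of the cluster. *Pdgfra* fell from 74.4% in cluster 1 to 3.51% in the immune cluster, *Fgf10* was highest in cluster 2 at 61.0%, *Dcn* in cluster 4 and *Ptprc* in the immune cluster.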

While they still express myofibroblast markers such as *Acta2* and *Tagln*, their level, as well as the level of other myofibroblast-associated genes, are significantly lower at P15 compared to P7 (Figure 3G), consistent with our finding from antibody staining. 

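Cluster 1 of the P7 library, with 1315 cells, was compared with cluster 1 of the P15 library, with 262 cells. *Acta2* had 5.75 ± 7.20 UMIs per cell at P7 and 0.714 ± 1.57 at P15 (SD over cells), and was detected in 82.1% (95% Wilson interval 80.0% to 84.1%) and 31.7% (26.3% to 37.5%) of cells. Its avg logFC, P7 against P15, was 1.67 (95% interval 1.50 to 1.85, adjusted p = 1.1e-05, permutation test). *Tagln* had 3.24 ± 4.63 and 0.748 ± 1.37 UMIs per cell, an avg logFC of 1.13 (0.97 to 1.29). The genes that Fig. 3G lists beside them moved the same way. *Actg2* (ENSMUSG00000059430), on chromosome 6 from 83512905 to 83536265, was detected in 45.7% of P7 and 4.20% of P15 cluster 1 cells, with an avg logFC of 1.298 (1.16 to 1.44). *Myh11* (ENSMUSG00000018830), on chromosome 16 from 14194535 to 14291372, was detected in 60.4% and 24.8% of cells, with an avg logFC of 0.77 (0.59 to 0.95). The adjusted p was 1.1e-05 for each of the 4 genes. Raw UMI counts in place of normalized ones gave the smallest avg logFC of *Acta2*, 1.37.
Over all genes detected in at least 10% of cluster 1 cells of either library, 379 of 5129 had an avg logFC of at least 0.5 in size, 222 higher at P7 and 157 higher at P15. No p-value is given for these, since each age has 1 library. Among genes detected in at least 10% of all cells of either library, the largest differences toward P7 in cluster 1 were in *Acta2*, *Hmgn2* (1.55), *Htra1* (1.51), *Lgals1* (1.49) and *Actb* (1.41). The largest toward P15 were in *Fmo2* (-2.55), *Spp1* (-2.11), *Gpx3* (-1.60), *Ntrk3* (-1.55) and *Tmcc3* (-1.55). *Fmo2* was detected in 10.8% of P7 and 89.7% of P15 cluster 1 cells. *Spp1* was detected in 0.304% and 8.40%, so its difference came from few P15 cells with many UMIs. From the lower counts of the myofibroblast genes, the paper states that their level is lower at P15, and sets this beside its antibody staining.

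**Figure D3:**
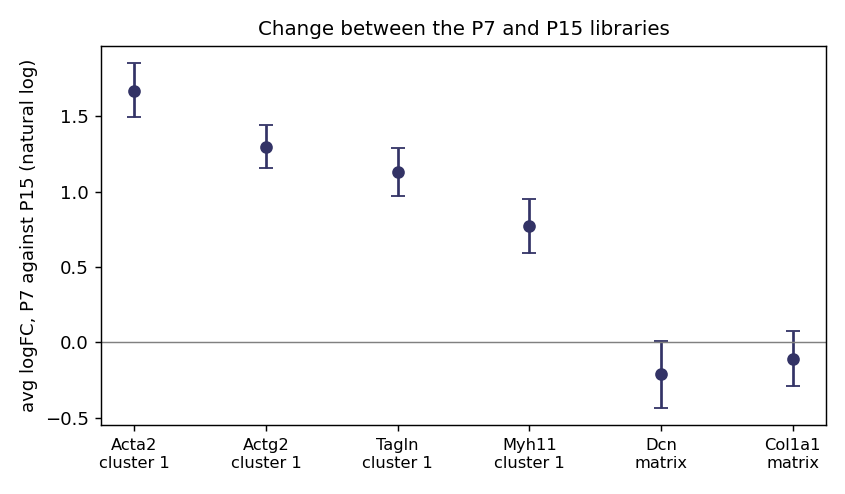
Difference between the P7 and P15 libraries as avg logFC (natural log) on the vertical axis, for *Acta2*, *Actg2*, *Tagln* and *Myh11* in cluster 1 and for *Dcn* and *Col1a1* in the matrix clusters; points show the value and bars its 95% bootstrap interval over cells, above 0 when higher at P7. The 4 cluster 1 genes sit between 0.77 and 1.67, and the intervals of *Dcn* and *Col1a1* include 0.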

Cluster 2, similar to cluster two at P7, exhibited enriched expression of *Fgf10* and to a less extent *Wnt2* and *Plin2* (Figure 3E,F). 

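*Fgf10* was detected in 111 of the 182 cluster 2 cells at P15, or 61.0% (95% Wilson interval 53.7% to 67.8%), and in 7.22% of the other 1052 cells (5.81% to 8.95%), an avg logFC of 1.71 (95% interval 1.49 to 1.92, adjusted p = 1.1e-05, permutation test). *Wnt2* was detected in 18 cluster 2 cells, or 9.89% (6.35% to 15.1%), and in 1.05% of the others (0.585% to 1.86%), with an avg logFC of 0.22 (0.11 to 0.33). *Plin2* was detected in 37 cluster 2 cells, or 20.3% (15.1% to 26.8%), and in 7.60% of the others (6.15% to 9.37%). Its rank-sum test gave the same adjusted p of 1.1e-05, but its avg logFC of 0.13 had a bootstrap interval that included 0 (-0.037 to 0.29). In the immune cluster *Plin2* was detected in 29.8% of cells (22.2% to 38.8%) with 0.667 UMIs per cell, above the 0.275 UMIs per cell of cluster 2.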

At P15, we did not detect a cluster equivalent to cluster three at P7, the cluster with cell cycle and cell proliferating gene signature. This is in line with published finding that Ki67, a proliferation marker, correlates with *Pdgfra* expression at P4, but not at P12 (Kimani et al., 2009). 

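None of the P15 clusters had the cycling genes of Fig. 3B as its best match, under the clustering used or any of the alternatives. The P15 resolution was raised only until the cluster types of Fig. 3D were matched, while at P7 a cycling cluster was required. Finer P15 clusters were not examined, so a small cycling cluster is not excluded. Counted cell by cell, 771 of 3217 P7 cells had UMIs of at least 3 of 9 cycling genes, or 24.0% (95% Wilson interval 22.5% to 25.5%). At P15 there were 41 of 1234 such cells, or 3.32% (2.46% to 4.48%; two-sided Fisher's exact test between the libraries, p = 2e-72). With at least 5 of the genes required, the shares were 7.52% and 0.567%. *Top2a* was detected in 178 P7 cells (5.53%) and 4 P15 cells (0.324%), and *Cks2* in 333 (10.4%) and 32 (2.59%). The other 7 genes were *Diaph3*, *Hist1h2ap*, *Cenpf*, *Hmgb2*, *Cenpa*, *Stmn1* and *H2afz*. Since 24.0% exceeds the 7.49% of P7 cells in cluster 3, many cells outside that cluster met the level of 3 genes. Of the 32 P15 cells with *Cks2*, 14 lay in the immune cluster. After the P7 counts were thinned to the median depth of P15, 21.9% of P7 cells still had at least 3 of the 9 genes.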

The P15 cluster three was enriched for cells expressing *Lgr6*, and thereby is similar to cluster four in P7 lungs, with primarily airway smooth muscle cell characteristics (Figure 3E,F). 

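*Lgr6* was detected in 110 of the 567 cluster 3 cells at P15, or 19.4% (95% Wilson interval 16.4% to 22.9%), and in 2.10% of the other 667 cells (1.25% to 3.49%). Its avg logFC in cluster 3 was 0.71 (95% interval 0.59 to 0.83, adjusted p = 1.1e-05, permutation test), and fell to 0.11 when the UMI total was not regressed out. *Acta2* was detected in 32.1% of P15 cluster 3 cells and *Pdgfra* in 40.7% (36.8% to 44.8%), where P7 cluster 4 had *Acta2* in 96.1% and *Pdgfra* in 2.46% of cells. The 7 genes of the heatmap in Fig. 3B that named P7 cluster 4 were also counted, so their high share in that cluster is partly a result of the naming. At least 4 of the 7 were detected in 170 of the 203 P7 cluster 4 cells, or 83.7%, and in 24 of the 567 P15 cluster 3 cells, or 4.23% (2.86% to 6.22%). Among them, *Hhip* was detected in 87.7% of P7 cluster 4 and 46.9% of P15 cluster 3 cells, and *Cnn1* in 70.4% and 1.06%. The number of 4 genes was chosen after the counts were seen.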

The P15 cluster four exhibited enriched expression of matrix associated genes, some of them the same as cluster five markers in P7 lungs, suggesting that there is a small subset of the *Pdgfra*-low population that continued to express matrix-associated genes at a high level (Figure 3E–G). 

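*Dcn* was detected in 107 of the 109 cluster 4 cells at P15, or 98.2% (95% Wilson interval 93.6% to 99.5%), and in 16.3% of the other 1125 cells (14.2% to 18.5%), an avg logFC of 2.97 (95% interval 2.75 to 3.18, adjusted p = 1.1e-05, permutation test). The avg logFC was 2.64 (2.497 to 2.78) for *Col1a1*, 1.85 (1.75 to 1.95) for *Col3a1* and 2.34 (2.20 to 2.47) for *Col14a1*, each with the same adjusted p. *Pdgfra* was detected in 33.9% of these cells (25.7% to 43.2%), with 0.495 ± 0.867 UMIs per cell (SD over 109 cells). Cluster 2 was the other P15 cluster with frequent *Dcn*, at 44.0% of cells.
Between the matrix clusters of both libraries, 103 cells at P7 and 109 at P15, *Col1a1* had 57.2 ± 43.8 and 61.7 ± 35.7 UMIs per cell (SD over cells). Its avg logFC, P7 against P15, was -0.11 (95% interval -0.29 to 0.078, adjusted p = 0.061, permutation test), so no difference was detected. *Dcn* had 16.4 ± 18.4 and 20.2 ± 19.8 UMIs per cell, an avg logFC of -0.21. Its rank-sum test gave an adjusted p of 0.0005, while the bootstrap interval of the avg logFC included 0 (-0.44 to 0.0085).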

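*Ptprc* (ENSMUSG00000026395), on chromosome 1 from 138062861 to 138175708, encodes CD45, a surface protein of leukocytes. At P15 it was detected in 89 of 1234 cells, or 7.21% (95% Wilson interval 5.90% to 8.79%), and at P7 in 8 of 3217 cells, or 0.249% (0.126% to 0.490%; two-sided Fisher's exact test between the libraries, p = 3.2e-41). Of the 89 P15 cells, 77 lay in the immune cluster, where 67.5% of the 114 cells had *Ptprc* (58.5% to 75.4%). *Pdgfra* was detected in 9 of the 89 *Ptprc*+ cells, or 10.1% (5.41% to 18.1%), and in 550 of the other 1145 P15 cells, or 48.0% (45.2% to 50.9%; two-sided Fisher's exact test, p = 1.4e-13). All 8 *Ptprc*+ cells at P7 lay in cluster 1. The paper proposes that the *Ptprc*+ cells at P15 are immune cells that escaped the gate.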

At P15 but not at P7, there are several scattered satellite small populations (circled) that are *Pdgfra*-negative, and are positive for *Ptprc* (CD45) and enriched for immune markers (Figure 3A,C,D,F). They are likely immune cells that escaped FACS gating.

### Genetic ablation of *Pdgfra*+ cells leads to simplified alveoli

Data from us and others have shown that the *Pdgfra*+ myofibroblasts underline the septal ridges during alveologenesis (Branchfield et al., 2016; Endale et al., 2017; McGowan et al., 2008), raising the hypothesis that *Pdgfra*+ myofibroblasts may be essential for septae formation. To test this directly, we genetically ablated *Pdgfra*+ cells in *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* mice. Neonatal triple transgenic mice received three daily injections of dox at P3-P5 to induce DTA expression at the onset of alveologenesis. The pups were harvested at P15 (Figure 4A). After dox induction, qRT-PCR result showed that *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* lungs exhibited a 58% reduction of *Pdgfra* transcripts compared to controls, indicating the efficiency of ablation (Figure 4B). This ablation led to a clear emphysema-like enlargement of distal airspaces, a 57% increase as quantified by MLI as compared to control (Figure 4C,D,I). This is accompanied by disorganized Elastin, the key extracellular matrix molecule deposited by myofibroblasts (Figure 4E,F). *Pdgfra*+ cells have been described as niche for AEC2s by way of supporting their proliferation and differentiation (Barkauskas et al., 2013). While there is a decrease of AEC2 cells in the lungs after *Pdgfra*+ cell loss, there is no change in the % AEC2 cells to total, suggesting that the observed AEC2 reduction is proportion to the overall reduction of total cell number due to simplification (Figure 4G,H and J). Overall, these findings support the conclusion that the presence of *Pdgfra*+ myofibroblasts are essential for alveologenesis.

**Figure 4.**
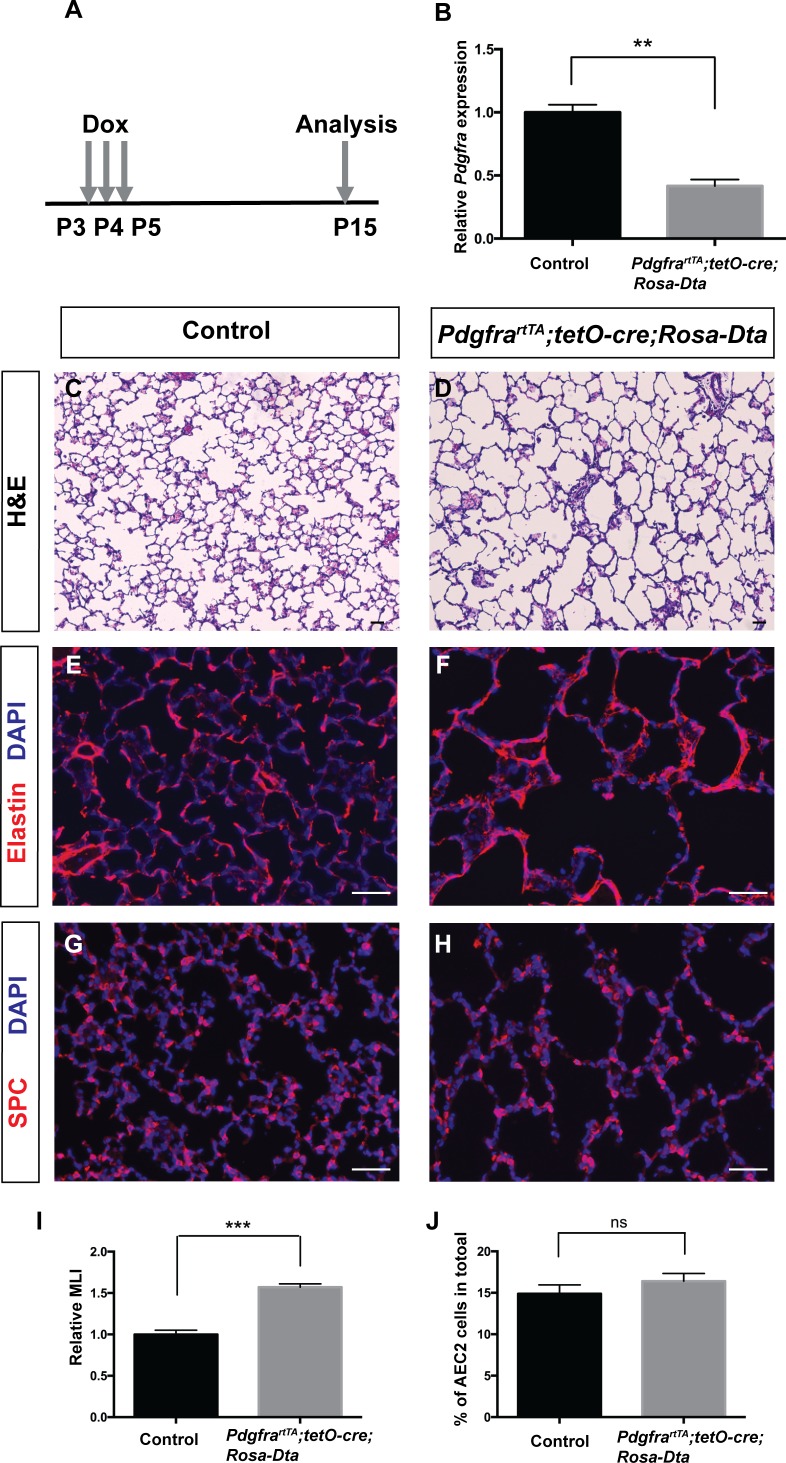
Genetic ablation of *Pdgfrα*+ cells led to simplified alveoli. (**A**) Timeline of dox treatments and analysis. (**B**) qRT-PCR analysis indicated decreased *Pdgfra* expression in *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* lungs compared to controls (1 ± 0.06 for control and 0.42 ± 0.05 for *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* mice, **p=0.0019, n = 3 each). (**C–D**) Representative H and E stained sections showing that *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* mice have simplified alveoli compared to control. (**E–F**) Representative immunofluorescent stained sections for Elastin (red) and DAPI (blue) showing that *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* lungs have disorganized Elastin. (**G–H**) Representative Immunofluorescent staining for AEC2 cells marker SPC (red) and DAPI (blue) showing that *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* lungs have reduced AEC2 cells in proportion with alveoli simplification. Scale bars: 50 µm. (**I**) Quantification of alveolar simplification by MLI (1 ± 0.05 for control and 1.57 ± 0.04 for *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* mice, ***p=0.0009, n = 3 each). (**J**) Quantification of the percentage of total cells that are SPC+. There is no change in the proportion with or without ablation (14.9 ± 1.06 for control and 16.4 ± 0.93 for *Pdgfra^rtTA^;tetO-cre;Rosa-Dta* mice, ns for not significant, p=0.3414, n = 3 each). 10.7554/eLife.36865.015Figure 4—source data 1.Raw data for Figure 4.

### *PDGFRa*-lineaged cells contribute to pathological myofibroblasts in the bleomycin model of lung fibrosis

Multiple studies have shown that PDGF signaling plays an important role in fibrosis. Increased PDGF signaling via transgenic expression of a PDGFA ligand or conditional activation of a gain-of-function PDGFRα mutant form is sufficient to cause tissue fibrosis (Olson and Soriano, 2009; Pontén et al., 2003). Chemical inhibitors of PDGFRα/β tyrosine kinase activity can reduce lung fibrosis in a radiation induced fibrosis model (Abdollahi et al., 2005). To directly test the hypothesis that *Pdgfra* lineaged cells contribute to myofibroblasts in the context of adult pulmonary fibrosis, we carried out lineage tracing in *Pdgfra^rtTA^;tetO-cre; Rosa-tdTomato* triple transgenic mice treated with bleomycin. Mice were given one dose of dox injection one week before bleomycin injury when all alveolar *Pdgfra*+ cells were SM22-. Lungs were harvested for histology at either 14 or 21 days after bleomycin administration (Figure 5A). Compared to controls treated with PBS at the equivalent stage, we detected a significant increase in lineage-labeled tdTomato+ cells in the bleomycin group (Figure 5B,E,H,K and N). A notable subset of these lineaged cells showed proliferative marker Ki67+ in the bleomycin group, but none in the control group (Figure 5—figure supplement 1). In addition, there were more lineaged cells that are SM22a+ at 21 days after bleomycin (~45%) than at 14 days (~26%) (Figure 5B–M and O). These results suggest that *Pdgfra*-lineaged cells increase in number and upregulate SM22a expression following bleomycin-induced injury, and contribute significantly to pathological myofibroblasts in this model of adult pulmonary fibrosis.

**Figure 5.**
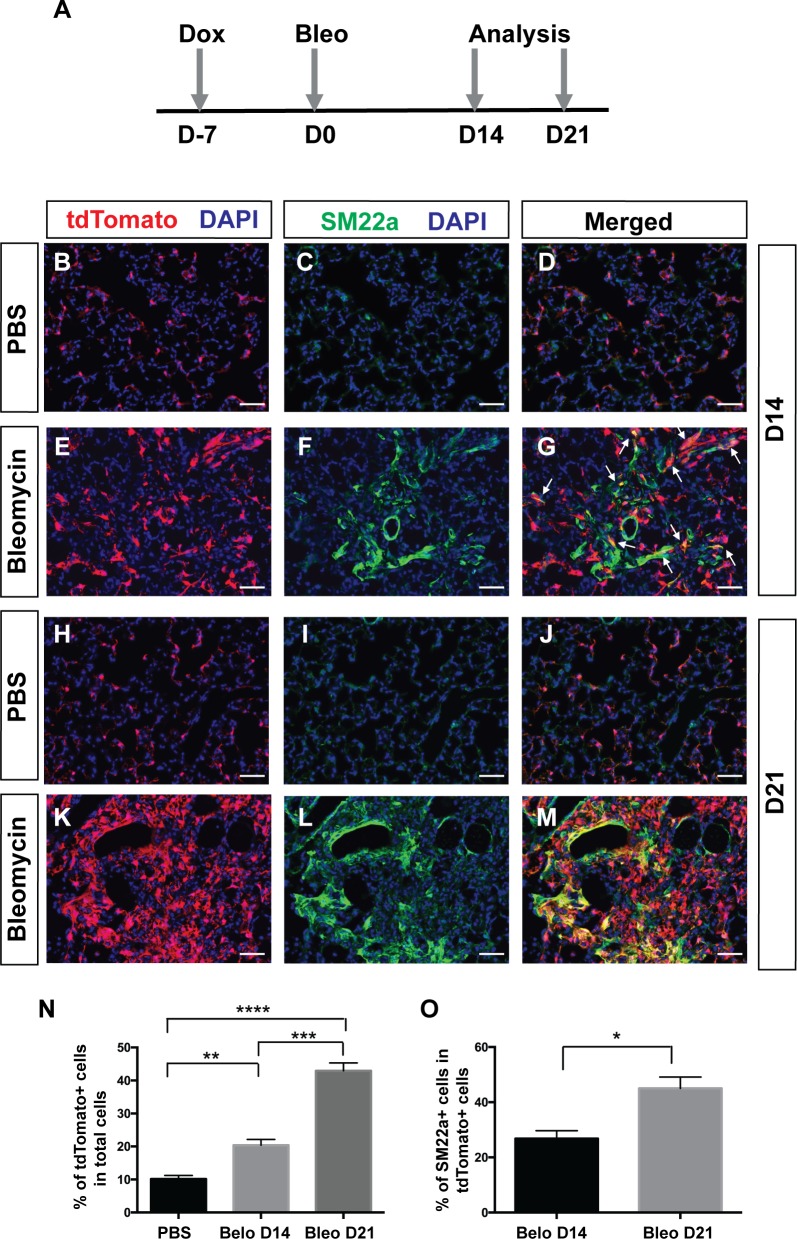
*Pdgfra*-lineage cells increased and contributed to myofibroblasts following bleomycin-induced injury. (**A**) Timeline of dox treatment, bleomycin administration and analysis. *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* mice were given one dose of dox injection 7 days (**D**) before bleomycin injury. Lungs were analyzed at either D14 or D21 after bleomycin administration. (**B–M**) Representative immunofluorescent staining for tdTomato (red), SM22a (green) and DAPI (blue) in lungs of PBS-treated controls at D14 (**B–D**), bleomycin-treated mice at D14 (**E–G**), PBS-treated controls at D21 (**H–J**), and bleomycin-treated mice at D21 (**K–M**). (**N**) Quantification of the mean percentage of tdTomato+ cells in total (10.14 ± 1.08 for PBS, 20.4 ± 1.75 for bleomycin D14 and 42.93 ± 2.39 for bleomycin D21. PBS versus bleomycin D14, **p=0.0025; PBS versus bleomycin D21, ****p=0.000016; bleomycin D14 versus bleomycin D21, ***p=0.0003; *n* = 4 each). (**O**) Quantification of the mean percentage of SM22a + cells in tdTomato+ cells (26.85 ± 2.85 for bleomycin D14 and 45.01 ± 4.1 for bleomycin D21, *p=0.0109, *n* = 4 each). Scale bars: 50 µm. 10.7554/eLife.36865.018Figure 5—source data 1.Raw data for Figure 5.

**Figure 5—figure supplement 1.**
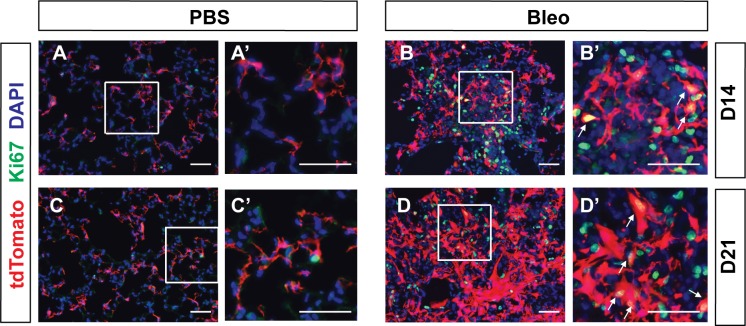
Pdgfra-lineaged cells proliferate following bleomycin treatment. (**A–D, A’–D’**) Representative immunofluorescent staining for tdTomato (red), Ki67 (green) and DAPI (blue) in lungs of PBS-treated controls and bleomycin-treated mice (**B, B’**) on D14 or D21 post treatment. Boxed areas in (**A-D**) are magnified in (**A’-D’**), respectively. Arrows in panels (**B’**) and (**D’**) indicate co-localization. Scale bars: 50 µm.

### *Pdgfra*-lineaged cells are decreased following neonatal hyperoxia and are not a major contributor to persisting myofibroblasts

It has been shown that pathological myofibroblasts increase and persist in both human BPD lungs as well as neonatal hyperoxia model of BPD (Benjamin et al., 2007; Bozyk et al., 2012; Branchfield et al., 2016; Popova et al., 2014). To determine if *Pdgfra*-lineaged cells contribute to pathological myofibroblasts in the neonatal hyperoxia model of BPD, we examined lineaged cells in *Pdgfra^rtTA^;tetO-cre;Rosa-tdTomato* triple transgenic mice following treatment. Pregnant females were fed dox food until P0, when the females and their pups were switched to normal food that do not contain dox, and raised in 75% O2 until analysis at P12 (Figure 6A). As expected, compared to room air controls, exposure to 75% O2 resulted in simplified alveoli, and a persistence of high SM22a staining at P12 when SM22a staining is already low in room air control lungs (Figure 6B–G). In contrast to the increase of lineaged cells following bleomycin injury, neonatal hyperoxia led to a statistically significant decrease in the tdTomato+ *Pdgfra*-lineaged cells (Figure 6B–D). As a consequence, few of the high SM22a+ cells showed tdTomato lineage marker (Figure 6F). A previous in vitro study showed that hyperoxia treatment of cultured lung mesenchymal cells lead to an increase of myofibroblasts and concomitant decrease of lipofibroblasts (Rehan and Torday, 2003). Consistent with this, we found a statistically significant decrease of lipofibroblast marker ADRP in neonatal hyperoxia treated lungs (Figure 6H–J), raising the possibility that a possible lipofibroblasts to myofibroblasts transdifferentiation may account for the decrease in the former and the increase in the latter cell type. Taken together, our findings indicate that *Pdgfra*-lineaged cells contribute significantly to pathological myofibroblasts in the bleomycin model of lung fibrosis, but not in the neonatal hyperoxia model of BPD.

**Figure 6.**
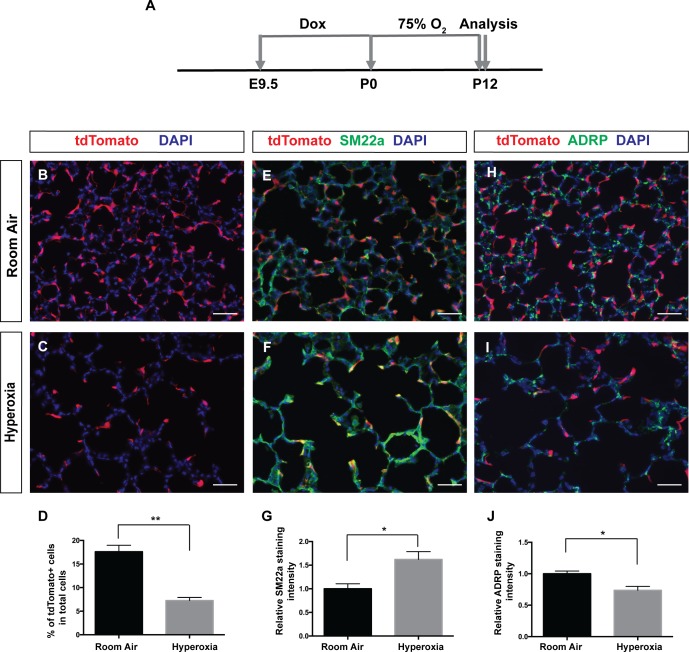
*Pdgfra*-lineaged cells decrease following neonatal hyperoxia-induced injury. (**A**) Timeline of dox and hyperoxia treatment. Pregnant females were fed dox food between E9.5 and P0. Pups and mother were then fed food without dox, raised in 75% O2 or room air from P0 to P12 and the lungs were harvested at P12. (**B, C**) Representative immunofluorescent staining for tdTomato (red) and DAPI (blue) showing that the hyperoxia group have decreased tdTomato-lineaged cells compared to room air controls. (**D**) Quantification showing the percentage of tdTomato+ cells in room air and hyperoxia (17.6 ± 1.37 for room air and 7.25 ± 0.65 for hyperoxia, **p=0.0024, n = 3 each). (**E, F**) Representative immunofluorescent staining for tdTomato (red), SM22a (green) and DAPI (blue) showing that the hyperoxia group have increased SM22a+ myofibroblasts. (**G**) Quantification showing relative SM22a staining intensity as quantified in relationship to DAPI intensity (1 ± 0.11 for room air and 1.62 ± 0.17 for hyperoxia, *p=0.0342, n = 3 each). (**H, I**) Representative immunofluorescent staining for tdTomato (red), ADRP (green) and DAPI (blue) showing that the hyperoxia group have decreased ADRP+ lipofibroblasts. (**J**) Quantification showing relative ADRP staining intensity as quantified in relationship to DAPI intensity (1 ± 0.04 for room air and 0.74 ± 0.06 for hyperoxia, *p=0.0257, n = 3 each). Scale bars: 50 µm. 10.7554/eLife.36865.020Figure 6—source data 1.Raw data for Figure 6.

## Discussion

To address the origin and plasticity of tissue mesenchymal cell types, we focused on *Pdgfra*, which has been extensively implicated as a marker of progenitors and/or progenitor niches in normal development and disease pathogenesis (Green et al., 2016; McGowan and McCoy, 2014; Rock et al., 2011; Zepp et al., 2017). Using the novel knockin *Pdgfra^rtTA^* line, we were able to precisely capture *Pdgfra* expression and rigorously interrogate the in vivo lineage of these cells. Our findings using this line revealed that these cells show distinct potential in giving rise to the different types of myofibroblasts through development and pathogenesis (Figure 7).

**Figure 7.**
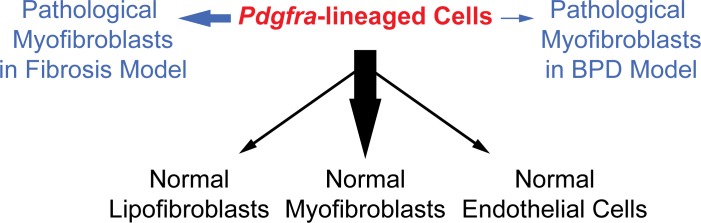
A model illustrating the lineage potential of *Pdgfra*-lineaged cells in development and pathogenesis. In normal development (black notes), *Pdgfra*-lineaged cells give rise primarily to myofibroblasts, and minimally to lipofibroblasts and endothelial cells. In pathogenesis (blue notes), *Pdgfra*-lineaged cells contribute substantially to myofibroblasts in the bleomycin model of fibrosis, but contribute minimally to myofibroblasts in the neonatal hyperoxia model of BPD. Black and blue arrows are weighted to indicate distinct extent of contribution.

Lineage tracing during development showed that shortly after birth as the lung enters into the alveologenesis program to build new gas-exchange surface area (P3-P14), *Pdgfra*+ cells primarily (~95%) give rise to myofibroblasts, with minor (~5%) contribution to lipofibroblasts. This differs from the results from a recent lineage tracing study using a *Pdgfra-CreERT2* BAC transgenic line, which showed that lineaged cells gave rise to more lipofibroblasts than myofibroblasts at the same stage (P7) (Ntokou et al., 2015). The difference of the results may be due to differences in the cell populations that are captured by the knock-in line versus the transgenic line. Despite being a BAC transgenic line, it may not recapitulate endogenous *Pdgfra* expression because it may be missing some required remote regulatory sequences, or it may be influenced by enhancers near the random transgenic insertion site. Conversely, the difference could be due to that our *Pdgfra^rtTA^* knockin line is missing one copy of *Pdgfra* and thereby deficient in some aspects of lineage contribution. However, there is no notable phenotype in the *Pdgfra* heterozygotes to indicate haploinsufficiency. In addition, conditional *Pdgfra* loss-of-function mutants show decreased myofibroblasts and maintenance of lipofibroblasts (McGowan and McCoy, 2014). Thus, if there is any undetected happloinsufficiency in our *Pdgfra^rtTA^* knockin line, the prediction would be a lower lineage contribution to myofibroblasts compared to the BAC transgenic line, opposite to the data shown. Interestingly, ~4% of *Pdgfra*+ cells give rise to pulmonary endothelial cells in prenatal tracing but not in postnatal tracing. This is consistent with previous result showing that lung endothelial cells can be labeled by *Tbx4-rtTA* lineage tracing in the early stages but not late stages of development (Zhang et al., 2013).

Using our knockin line, lineage tracing into the early adult at P40 showed that *Pdgfra*-lineaged cells persist. However, they no longer express myofibroblast markers, since a vast majority of lung mesenchymal cells has turned down myofibroblast and lipofibroblast marker expression. Short of the identification of a differentiation marker that distinguished them from others, it appears that the *Pdgfra*+ cells may have de-differentiated to a non-descriptive, resting mesenchymal cell state. This dynamic change of cellular characteristics is distinct from the behavior of epithelial cells, where differentiated cells rarely de-differentiate unless following severe injury (Pardo-Saganta et al., 2015).

Our scRNAseq data are consistent with lineage tracing data, and further add to the resolution of sub-populations within *Pdgfra*+ cells. At P7, a majority of the *Pdgfra*+ cells expressed myofibroblast markers while a minority expressed lipofibroblast marker. 

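In the P7 library, *Acta2* was detected in 82.1% of the 1315 cluster 1 cells (95% Wilson interval 80.0% to 84.1%) and in 63.1% of the 1355 cluster 2 cells (60.5% to 65.6%). It had 5.75 ± 7.20 UMIs per cell in cluster 1 and 1.87 ± 2.95 in cluster 2 (SD over cells), an avg logFC of 1.05 (95% interval 0.97 to 1.13, adjusted p = 1.1e-05, permutation test). *Tagln* was detected in 70.1% (67.6% to 72.5%) and 30.6% (28.2% to 33.1%) of cells, with 3.24 ± 4.63 and 0.548 ± 1.26 UMIs per cell, an avg logFC of 1.42 (1.34 to 1.50) with the same adjusted p.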

Cluster 1, with higher density of *Pdgfra*+ cells, are more enriched for myofibroblast markers. In comparison, cluster 2, with lower density of *Pdgfra*+ cells, are more enriched for lipofibroblast markers. This result is consistent with prior finding from the McGowan group showing that the *Pdgfra*-high cells have myofibroblast characteristics, while the Pdgfra-low cells have lipofibroblast characteristics. Comparing P15 to P7, the cluster with cell proliferation signature disappeared and the expression of myofibroblast markers are much reduced, consistent with prior findings (Branchfield et al., 2016; Kimani et al., 2009). One cluster that persisted at both stages is enriched for matrix-associated genes. It remains to be determined how this population compares to the previously described matrix-fibroblasts from the adult lung, as distinct matrix markers are displayed (Green et al., 2016). Regardless, it is of interest that during the two phases of alveologenesis as represented by P7 and P15, there remains a small *Pdgfra*+ subpopulation that shows enriched matrix gene expression.

Data from the fibrosis model indicate that the adult *Pdgfra^+^* cells, while having lost their myofibroblast marker expression, are still capable of becoming myofibroblasts by turning on SM22a expression under injury. They also retained the ability to proliferate, which led to population expansion after injury (Rock et al., 2011; Zepp et al., 2017). These *Pdgfra*-lineaged cells are not the only source of pathological myofibroblasts in fibrosis. For example, a recent study showed that *Plin2*-lineaged lipofibroblasts can also give rise to a-SMA+ cells in fibrosis (El Agha et al., 2017).

In contrast to the fibrosis model, in the neonatal hyperoxia model of BPD, our data showed that the *Pdgfra*-lineaged cells do not contribute significantly to myofibroblasts. This is unexpected as neonatal hyperoxia treatment occurred at the early postnatal stage when the *Pdgfra*+ cells normally contribute to myofibroblasts. Our findings showed that under hyperoxia, however, a majority of lineaged cells were lost, presumably through cell death, thereby unable to contribute to myofibroblasts. Yet, other cells differentiate into myofibroblasts. The result that lipofibroblasts were reduced in number, coupled with in vitro data that hyperoxia can drive cultured lung mesenchymal cells to preferentially adopt myofibroblast fate instead of lipofibroblast fate, raised the possibility that the lipofibroblasts may transdifferentiate into myofibroblasts in the neonatal hyperoxia model (Rehan and Torday, 2003). This possibility remains to be tested through lineage tracing of lipofibroblasts. Recently, a *Plin2* (*Adrp*)*^creERT2^* line was generated to label lipofibroblasts (El Agha et al., 2017; Ntokou et al., 2017). However, it also labels a number of other cell types in the lung (El Agha et al., 2017). Thus, generation of a genetic tool that specifically labels lipofibroblasts will be critical to address the potential of these cells in development and injury.

Considering the three types of myofibroblasts in lung: the normal secondary crest myofibroblasts, adult fibrotic myofibroblasts, and BPD myofibroblasts, our data substantiate the notion that not all myofibroblasts are created equal. In terms of their origins, they have different contributions from *Pdgfra*-lineaged cells. Furthermore, our data support that the smooth muscle marker positive state may be a transient characteristic rather than a stable cell fate (Figure 7). This transient nature is not only a feature in development, but it also occurs in disease settings. For example, in fibrosis model, it has been shown that a-SMA+ cells can revert to lipofibroblasts, which contributes to resolution of the disease (El Agha et al., 2017).

A number of recent studies have used transcriptome, lineage tracing and epithelium-mesenchyme organoid approaches to determine the complexity of the lung mesenchyme (Endale et al., 2017; Lechner et al., 2017; Lee et al., 2017; Li et al., 2015; Zepp et al., 2017). For examples, genes that are WNT reporters such as *Lgr5*, *Lgr6*, and *Axin2*, or HH reporter such as *Gli1* have been used to lineage trace cell fate in the mesenchyme in both baseline as well as in injury settings. A next challenge is to compare the different lineaged populations to define the similarities and differences, and be able to comprehensively illustrate the complexity of the mesenchyme.

## Materials and methods

**Key resources table:** 

REAGENT or RESOURCE	Designation	Source	Identifier	Additional information
strain, strain background (mouse)	*tetO-GFP,* mix background	Jackson Laboratories	016836	
strain, strain background (mouse)	*Pdgfra^GFP^* , mix background	Jackson Laboratories	007669	
strain, strain background (mouse)	*tetO-Cre,* B6 background	Jackson Laboratories	006234	
strain, strain background (mouse)	*Rosa-tdTomato,* B6 background	Jackson Laboratories	007914	
strain, strain background (mouse)	*Rosa-Dta,* mix background	Jackson Laboratories	006331	
Antibody	Elastin	Abcam	ab21600, 1:500	
Antibody	SM22a	Abcam	ab14106, 1:200	
Antibody	ADRP	Abcam	ab52356, 1:200	
Antibody	ERG	Abcam	ab92513, 1:200	
Antibody	ICAM2	BD	553325, 1:200	
Antibody	Ki67	Abcam	ab15580, 1:200	
Antibody	a-SMA	Sigma	F3777, 1:200	
Antibody	goat anti rabbit FITC	Jackson Immuno Research Laboratories	111-095-144, 1:200	
Antibody	goat anti rabbit Cy3	Jackson Immuno Research Laboratories	111-165-144, 1:200	
Antibody	goat anti rat FITC	Jackson Immuno Research Laboratories	112-095-003 1:200	

### Mice

To generate *Pdgfra^rtTA^* knockin mouse strain, 5’-GAGACAGTAATTGAGGATCCTGG-3’ was designed to target a PAM site in the first intron of the *Pdgfra* gene. 

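The printed sequence, GAGACAGTAATTGAGGATCCTGG, is a 20-base target, GAGACAGTAATTGAGGATCC, followed by the motif TGG that Cas9 needs beside its target. It matched the plus strand of chromosome 5 of GRCm38 from 75162016 to 75162038, inside *Pdgfra*, which is read from the same strand. The site was found through the transcript Pdgfra-203 of GENCODE release M21, the transcript with this sequence in an exon. In the main transcript Pdgfra-201, which has 23 exons, exon 1 ends at 75152457 and exon 2 runs from 75162231 to 75162291. The site therefore lies in intron 1, which is 9773 bp long, 9558 bp after exon 1 and 192 bp before exon 2. It also lies inside the first exon of Pdgfra-203, which runs from 75161834 to 75162291. The plus strand from 75161976 to 75162078 reads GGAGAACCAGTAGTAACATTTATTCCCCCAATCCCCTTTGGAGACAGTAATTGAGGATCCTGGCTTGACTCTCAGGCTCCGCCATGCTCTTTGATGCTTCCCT.

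**Figure D4:**
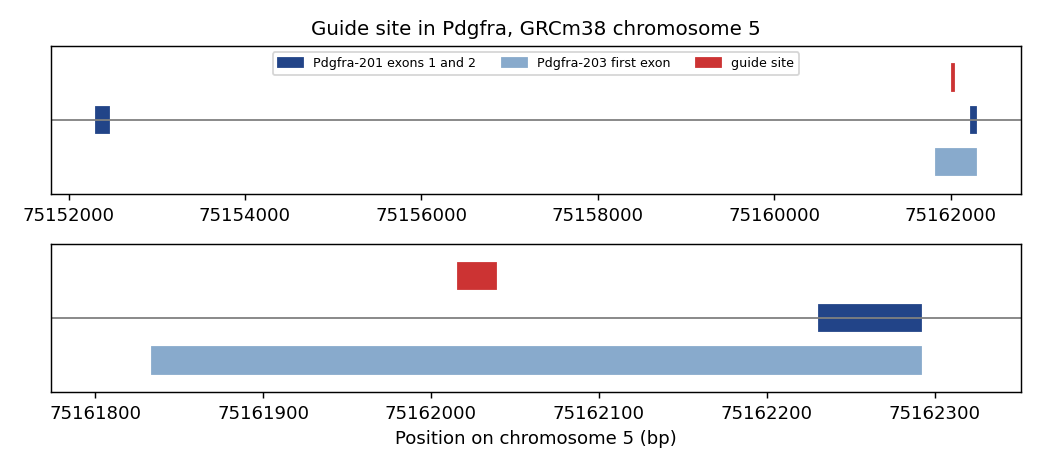
Position of the guide site on chromosome 5 of GRCm38, in bp on the horizontal axis, drawn to scale over intron 1 of *Pdgfra* in the upper panel and around exon 2 in the lower panel. The red box is the guide site, dark boxes are exons 1 and 2 of Pdgfra-201, and the light box is the first exon of Pdgfra-203; the site lies 192 bp before exon 2 and within the light box.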

A plasmid donor was constructed by ligating the splice acceptor (SA), rtTA, and a trimerized simian virus 40 polyadenylation (3 pA) (Hamilton et al., 2003; Zhang et al., 2013). The homologous arms (1.5 kb each) were amplified from C57BL/6 mouse genomic DNA and added. *Pdgfra^rtTA^* mouse line was generated at the University of Wisconsin-Madison transgenic animal facility by injection of 50 ng/µl gRNA, 40 ng/µl CAS9 protein and 25 ng/µl donor plasmid. The founders were identified by PCR using primers: LF, 5’-AGCAACTAACTAAAGCATGGTC-3’; LB, 5’-GCTCAACTCCCAGCTTTTG-3’; RF, 5’-GAAATTGCATCGCATTGTCTG-3’; RB, 5’-ACTCTCATCCGTCTGAGTG-3’. Mice were housed and all experimental procedures were performed in American Association for Accreditation of Laboratory Animal Care-accredited laboratory animal facilities at the University of Wisconsin and University of California San Diego. Prenatal lung *Pdgfra^rtTA^* activity was induced by doxycycline (dox) administration starting at different gestational periods by feeding pregnant females with dox food (625 mg/kg; Test- Diet, Richmond, IN, USA). In postnatal pups and adult mice, *Pdgfra^rtTA^* activity was induced by intraperitoneal injection of dox (100 mg/kg body weight). For prenatal lineage tracing, we chose dox containing food because it is gentle on the pregnant females and effective at inducing activity. For postnatal lineage tracing, we chose dox injection followed by dox food because it showed a much higher efficiency compared to dox containing food only, presumably because the pups do not get to the dox food themselves and the dox transfer through the milk from the dam is not efficient.

### Neonatal hyperoxia model of BPD

Hyperoxia-exposure was conducted as previously described (Branchfield et al., 2016). Briefly, at P0, new born pups with their mother were placed into a chamber (BioSpherix) with circulated 75% oxygen through to P12. Control pups born at the same time were maintained at normoxia (room air) conditions for the same duration of the experiment. Mothers were swapped between normoxia and hyperoxia litters every fourth day to maintain maternal health. Lungs from both normoxia and hyperoxia groups were harvested at P12.

### Bleomycin model of adult lung fibrosis

Mice were anesthetized with ketamine (100 mg/kg) and xylazine (15 mg/kg) prior to delivering a single dose of intratracheal bleomycin (1 unit/kg, Teva Pharmaceutical Industries) dissolved in 50 µL of 0.9% NaCl Irrigation (Abbott Laboratories) via endotracheal intubation. Daily weight and wellness checks were performed until euthanasia at 14 or 21 days post-bleomycin.

### Histology and immunofluorescence staining

For histological analysis, postnatal mouse lungs were gravity inflated and fixed overnight with 4% paraformaldehyde, and submerged in 30% sucrose at 4°C overnight. Whole lung lobes were embedded in OCT compound (Sakura) for cryo section. Sections were stained using a standard Hematoxylin and Eosin (H and E) protocol. Quantification of lung simplification was performed using the mean linear intercept (MLI) method as previously described (Li et al., 2017).

Immunofluorescence staining was performed following standard protocols and mounted with VECTASHIELD medium with DAPI (Vector Laboratories). Antibodies were listed in the resource table.

### Quantitative RT-PCR

Total RNA was extracted from lungs using Trizol (Invitrogen) and an RNeasy Micro RNA extraction kit (Qiagen). RNA was reverse transcribed using the iScript Select cDNA Synthesis Kit (Bio-Rad). Quantitative PCR was performed using SYBR Green (Bio-Rad). Three technical and three biological replicates were performed for each gene. Primers used for qPCR are: *β-actin*-F: 5’-CGGCCAGGTCATCACTATTGGCAAC-3’; *β-actin*-R: 5’-GCCACAGGATTCCA-TACCCAAGAAG-3’; *Pdgfra*-F: 5’-TGCGGGTGGACTCTGATAATGC-3’; *Pdgfra*-R: 5’-GTGGAACTACTGGAACCTGTCTCG-3’.

### Lung dissociation, flow cytometry and Single-Cell RNA-sequencing

Lung lobes were separated and minced into small pieces in a conical tube containing 6 ml of 2 U/ml dispase (STEMCELL Technologies) followed by rotating incubation for 30 min at 37°C. 15 µl 10 mg/ml DNase I (Sigma) was added and cells were incubated on ice for 5 min. Cells were filtered through 40 µm strainers and centrifuged at 800 rpm for 6 min at 4°C. Cell pellet was resuspended in 1 ml of RBC lysis buffer (Abcam) and lysed for 90 s at room temperature. This was followed by slow and gentle addition of 6 ml DMEM media (GIBCO) and 500 mL of FBS (Hyclone). Cells were centrifuged at 800 rpm for 6 min at 4°C. Cell pellet was resuspended in PBS with 3% BSA (GIBCO) for further staining using CD140a (PDGFRa)-PE (eBioscience, 12-1401-81, 1:100) for flow cytometry. 4’, 6-diamidino-2-phenylindole (DAPI) (Sigma) was used to eliminate dead cells. Flow sorting was performed with a FACS Aria II (BD Biosciences) and data were analyzed with FlowJo software (Tree Star, Inc.).

For Single-Cell RNA-sequencing, *Pdgfra^GFP^* mouse lungs at P7 and P15 were harvested and single cell preparations were FACS sorted as described above. The sorted cells were then processed following 10X genomics protocol. The sequencing libraries were validated and sequenced using HiSeq4000 platform. Sequencing reads were first aligned to mm10 reference using STAR V2.5.1b (Dobin et al., 2013) and then aligned to annotated transcripts, which were part of the Cell Ranger version 2.1 pipeline (https://www.10xgenomics.com). A customized pre-mRNA reference package was generated to capture all the intronic reads in addition to reads that are mapped to exons. Cell Ranger filtered cells by taking >10% of the top n^th^ barcodes, where n is 1% of the expected number of cell counts being recovered (Zheng et al., 2017). The filtered gene-cell matrices, output from CellRanger, was further analyzed using the Seurat package V2.3 (Butler et al., 2018) and R 3.4 (Team, 2014). The UMI raw counts were log-normalized for each cell to its total expression and scaled to z-scored residuals of linear models that predicts gene expression using normalized UMIs. The scaled data were used to perform dimensionality reduction with Sparsesvd V0.1 (Berry, 1992), graph-based clustering and visualization with t-Distributed Stochastic Neighbor Embedding (t-SNE) (van der Maaten, 2014). Differential gene expression analysis was performed using Wilcoxon rank sum test. Heatmaps, t-SNE plots and visualization of marker expression were generated using Seurat. GEO accession number for the scRNA-seq data is GSE118555.

### Quantification and statistical analysis

For quantification of the number of immunofluorescence stained cells, or immunofluorescence staining intensity per field, four independent 20x fields per sample were analyzed. Sections from at least three lungs were quantified for each experimental group. *P*-values were calculated with two-tailed unpaired Student’s *t*-test on Prism six software (GraphPad). Data were presented as mean ± SEM, and results were considered statistically significant if p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

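Lungs of *Pdgfra GFP* mice were dissociated at P7 and P15, GFP+ cells were sorted by FACS, and the cells of each age were made into 1 library by the 10X Genomics droplet protocol and sequenced on a HiSeq4000. The number of mice in a library is not given in the paper's text. The authors aligned the reads to mm10 with STAR V2.5.1b within Cell Ranger version 2.1, used a reference that counts intronic as well as exonic reads, filtered barcodes with Cell Ranger, and deposited UMI counts per gene and cell, which are whole numbers without normalization. Because intronic reads are counted, a gene can receive reads from other sequence inside its introns, such as processed pseudogenes. The authors' own normalization and clustering with Seurat V2.3 are not part of the deposited values. Cells were normalized and clustered anew from the counts, with the version and settings given below, so the authors' clustering was not repeated exactly.

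The P7 counts covered 3217 cells, 9871489 UMIs and 19057 genes with at least 1 UMI, and the P15 counts 1234 cells, 3437234 UMIs and 18645 genes. The paper's text gives 3204 cells at P7, and all 3217 were used, since the text does not name a filter that removes the others. Every barcode was treated as a single cell, and no doublets were removed. At these depths, with medians of 2896 and 2578.5 UMIs per cell, a gene with few molecules is missed in many cells that express it. Shares of cells with a gene can therefore be too low. They can also be too high where a gene receives reads from other sequence or RNA from other cells. No background share was estimated. Where 0 cells had a UMI, the share with a detectable UMI can be as high as 0.0933% at P7 and 0.243% at P15, which is 3 cells of the library, and the share that expresses the gene can be higher.

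Clustering used R 4.3.3 with Seurat 5.3.0, not the authors' version. Counts were log-normalized to 10000 UMIs per cell, the 2000 most variable genes were scaled with the UMI total regressed out, 20 principal components were computed by full decomposition, and a shared neighbour graph with k of 30 and exact neighbours was divided by the Louvain method with seed 1. Resolutions from 0.1 to 2 in steps of 0.1 were tried, and the lowest that matched all the cluster types of the paper was used. Each cluster took the type with the highest mean z score over marker genes legible in the heatmaps of Fig. 3B and 3E that the text does not name, with a minimum of 0.25, and clusters of one type were merged. The decomposition and the neighbour search were changed from Seurat's approximate defaults after clusters had been seen, because the approximate versions gave different clusters on different processors; the sizes of P15 clusters 1 and 3 moved with that change, and P7 clusters barely did. The settings fixed before the data were examined were kept.

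Comparisons between groups of cells were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The paper used the Wilcoxon rank sum test. Here its two-sided statistic was taken on the log-normalized counts with 100000 permutations of the cell labels, whose smallest p is 1e-05, and the 29 comparisons were adjusted together by the Benjamini-Hochberg method, the comparisons between the libraries included. The avg logFC is the difference in ln(mean normalized UMI + 1), with a pseudocount of 1 as in Seurat 2.3, and so understates the change of genes with few UMIs. Its 95% interval came from 2000 bootstrap resamples of the cells. Shares carry 95% Wilson intervals, and counts of cells between groups were compared by two-sided Fisher's exact tests. No test over replicate libraries could be made with 1 library per age, so no p-value across genes is given and every test describes the cells of these libraries. Genes changed between cluster 1 of both libraries were counted as those detected in at least 10% of the cells of either with an avg logFC of at least 0.5 in size.

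The genes named are all those the paper names for the single-cell data, and the 5 with the largest avg logFC each way between the libraries in cluster 1; this rule was fixed before the data were examined. Choices made after the data were seen are the level of 2 UMIs for high *Pdgfra*, the count of 4 of 7 genes for P7 cluster 4, the limit of 450 genes for cells with haemoglobin, and the search for genes whose cluster difference points opposite ways at the 2 ages. The calling procedure was tested on simulated data, with 200 genes changed 3-fold in counts drawn from the means of real genes. The changed genes were drawn from those with a mean of at least 2 normalized UMIs. It recovered 198 of them (99.0%) and called 0 of 4649 unchanged genes. With cell labels permuted, 9 of 200 unchanged genes (4.5%) had a p under 0.05. The simulated counts vary less between cells than real ones, so these are best cases.

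Alternatives covered the number of principal components and of variable genes, the neighbour number, the seed, the regression of the UMI total, the filters on cells, the normalization, the pseudocount, the detection level, the depth of the P7 cells, the sex of the cells and the thresholds. The sex alternatives that were planned count *Ddx3y* as a Y-linked gene, which most P15 cells with *Xist* also have, so versions without it were added after the data were seen.

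Gene coordinates came from GENCODE release M21 on GRCm38. Processed pseudogenes within the bounds of a protein-coding host gene on the same strand were aligned to transcripts with BLAST 2.17.0, and a parent gene was accepted at 90% identity or more over at least 150 nt. Of the 802 pairs of host and pseudogene, 777 had no overlap with an annotated exon of the host. The experiments of the paper other than the single-cell libraries were not analysed here.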

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

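The tests of depth, of cluster boundaries and of library batch on the 3 cluster differences below, and the test of the paralog *Ddx3x*, were chosen before their results were seen; the other tests in this part were chosen only after the result was seen. With 1 library per age, the P7 and P15 libraries could differ in batch, mice or handling as well as in age.

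Between P7 cluster 4 and P15 cluster 3, which the paper sets side by side, 2 collagen genes differed from the other clusters of their library in opposite directions. The avg logFC of *Col3a1* was 0.28 in P7 cluster 4 and -0.54 in P15 cluster 3. That of *Col14a1* was 0.83 and -1.04. In the matrix clusters, *Wnt2* had an avg logFC of -0.66 in P7 cluster 5 and 0.12 in P15 cluster 4. The difference between the ages was tested by 10000 permutations of the library labels and gave p = 0.0001 for each of the 3 genes, the smallest value these permutations can give (adjusted p = 0.0001). The genes were picked by a search for opposite directions and tested for the same difference, so these p-values largely restate the selection. *Col14a1* was detected in 45.3% of P7 cluster 4 cells and 9.09% of the other P7 cells, and in 13.6% of P15 cluster 3 cells and 30.2% of the other P15 cells. The other cells leave out the cycling and immune clusters. *Wnt2* was detected in 5.83% of P7 cluster 5 and 6.42% of P15 cluster 4 cells, so its contrast changed through the other cells, where it fell from 20.6% to 1.88%.

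The direction for *Col3a1* depended on the matrix cluster among the other clusters, which is a larger part of the P15 library. *Col3a1* had a mean of 59.5 normalized UMIs per cell in P15 cluster 3, above the 46.6 of cluster 1 and 52.7 of cluster 2, and below the 323 of cluster 4. In P7 cluster 4 it had 38.5, above the 21.5 of cluster 1 and 22.4 of cluster 2, which is the same direction. *Col14a1* had 0.787 in P15 cluster 3, between the 0.212 of cluster 1 and the 1.60 of cluster 2, and 17.3 in cluster 4. In P7 cluster 4 it had 2.87, above the 0.319 of cluster 1 and the 0.202 of cluster 2. For this gene the ages therefore still differed with the matrix clusters left aside. After thinning the P7 cells to the P15 median UMI total, the P7 avg logFC was 0.27 for *Col3a1*, 0.83 for *Col14a1* and -0.65 for *Wnt2*. Thinning leaves means of normalized counts unchanged on average, so this does not rule out depth. The ages pointed in opposite directions under 9 of 9 clustering alternatives for each gene. Library batch could not be tested with 1 library per age, so the contrasts cannot be told apart from a difference between libraries.

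The P7 library held cells of both sexes, which the paper does not report on. The Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* were detected in 600 P7 cells (18.7%) and in 13 P15 cells (1.05%). *Xist*, which is expressed from the inactive X chromosome of females, was detected in 54.3% of P7 and 87.0% of P15 cells. If RNA from other cells or doublets were the source, P7 cells with the 3 Y-linked genes would have *Xist* as often as the rest. They had it in 13.0% of cells, against 63.7% of the other cells (two-sided Fisher's exact test, p = 3.8e-120). At P15, *Xist* was detected in 92.3% of the 13 cells with the Y-linked genes and in 86.9% of the others (two-sided Fisher's exact test, p = 1.0), so these cells give no evidence of male cells. The P7 values are consistent with mice of both sexes, and the P15 values with females only, so sex and age are partly confounded between the libraries. The effect of sex on the comparison of *Acta2* is given with the other observations.

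*Ddx3y*, a Y-linked gene, had 1114 UMIs at P15, in 51.6% of cells, although *Eif2s3y*, *Uty* and *Kdm5d* together had 13. Per UMI of those 3 genes, *Ddx3y* had 1.24 UMIs at P7 and 85.7 at P15. The ratio at P15 was 69.2 times that at P7, so RNA from male cells is not a sufficient source. Reads of the X-linked paralog *Ddx3x* were tested in the 1221 P15 cells without the 3 genes: its correlation with *Ddx3y* (Pearson's r = 0.066 across cells) ranked at percentile 65.3 among 519 genes detected in a similar share of cells. *Ddx3y* holds, outside all its annotated exons, the processed pseudogene Gm4017, on chromosome Y from 1268548 to 1268885, which is 94.1% identical to *Eif1* over 339 nt. The correlation of *Ddx3y* with *Eif1* was 0.51 and ranked at percentile 100.0 among 46 genes detected in a similar share of cells, whose median correlation was 0.19. Across all P7 cells, those with the 3 Y-linked genes included, the correlation of *Ddx3y* with *Eif1* was lower, at 0.17. It was not computed in P7 cells without these genes, so the ages were not compared in like cells. A candidate explanation is that reads of *Eif1* were counted on the pseudogene, since intronic reads were counted. It leaves open this lower correlation at P7, and why *Ddx3y* was detected in 16.97% of P7 and 52.5% of P15 cells that had *Xist* and none of the 3 genes. Cells are not independent replicates here, and no biological explanation was tested.

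Haemoglobin genes took over 50% of the UMIs in 5 P7 cells and in 0 P15 cells. These cells had between 55 and 356 genes and all 5 lay in cluster 1. If free red blood cell RNA were in all droplets, the share would be similar in all cells. The mean share was 33.3% in the 14 P7 cells with fewer than 450 genes and 0.0134% in the other P7 cells. The median was 0 in both. The limit of 450 genes was chosen after the data were seen, so the 33.3% largely restates the 5 cells. The 0.0134% in the other cells argues against RNA spread over all cells. A few red blood cells or their remnants are a candidate source. No biological explanation was tested.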

How the results depend on the processing

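The alternatives named here were chosen before the data were examined, except the 4 marked as added. No paired analysis was possible because each age had 1 library and no result rests on replicate libraries.

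Over the comparisons of single genes between groups of cells and their alternatives, 427 values were computed. Not all of them were free to change. A smaller pseudocount alters neither a direction nor the ranks that were tested. Another random seed left every P7 cluster at the same size. Joining the P15 immune cluster to another cluster left the comparison of the matrix clusters as it was. The count below is therefore not one of independent checks. All 427 kept the direction of the result, and 423 kept their side of the threshold of 0.05. The remaining 4 were in the comparison of the matrix clusters at P7 and P15. *Col1a1*, which was not past the threshold (avg logFC -0.11), passed it with 10 principal components (-0.26), with cells of at least 1000 genes (-0.35) and with only cells with *Xist* and no Y-linked UMI (-0.26). *Dcn*, which was past it (-0.21), was no longer past it with only cells with *Xist* and no Y-linked UMI (-0.0036). With *Ddx3y* left out of that filter, the avg logFC was -0.055 for *Col1a1* and -0.22 for *Dcn*, and both kept their side of the threshold. These values argue against the sex of the cells as the source of the changes under that filter. The cause of the other changes was not tested.

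The avg logFC of *Acta2* in cluster 1, P7 against P15, lay between 1.37 and 1.95 over 16 settings, and that of *Tagln* between 0.88 and 1.36. For *Pdgfra* in P7 cluster 1 against cluster 2 the range was 0.43 to 1.59, and for *Lgr6* in P15 cluster 3 it was 0.11 to 1.96. Raw UMI counts gave the smallest and a pseudocount of 0.1 the largest value for *Pdgfra*, while the smallest value for *Lgr6* came from not regressing out the UMI total. The Fisher's exact tests of cycling, *Ptprc*+ and *Pdgfra*+ cells kept their direction and stayed past the threshold under every alternative run for them.

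The number of genes changed in cluster 1 between P7 and P15, 379, depended on the scale. It was 125 with raw UMI counts, 1559 with a pseudocount of 0.1 and 1501 with an avg logFC of at least 0.25, and between 332 and 552 in the other settings. The balance of 222 higher at P7 and 157 higher at P15 moved too. Raw UMI counts gave 101 and 24. The P15 immune cluster joined to cluster 1 gave 194 and 211, the only setting with more genes higher at P15.

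The share of P15 cells with at least 2 *Pdgfra* UMIs that lay in cluster 1, 45.5%, rose to 57.0% with 10 principal components and 67.9% with k of 20 neighbours, and fell to 32.9% when the UMI total was not regressed out. Each of these divided the cells of P15 clusters 1 and 3 differently, and why was not tested. The percent of P15 cells in cluster 1 was 21.2% as reported and rose to as much as 36.3% with k of 20 neighbours. At P7 the same share, 70.3%, stayed between 69.7% and 73.2%.

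Shares of P7 cells with a gene moved with depth and with the cells counted. In cells with at least 1000 genes they were 82.4% for *Acta2*, 59.7% for *Tagln*, 55.5% for both and 22.8% for *Plin2*. With at least 2 UMIs required they were 56.1%, 33.9%, 30.5% and 4.85%. Among cells with at least 1 *Pdgfra* UMI they were 83.3%, 64.3%, 60.02% and 14.3%. Without the 5% of cells with most UMIs, the share with both *Acta2* and *Tagln* was 44.2%. Whether cells with both genes were a majority thus depended on the setting, and the depth of 2896 UMIs per cell limits all of these shares.

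Some alternatives gave no value. Groups with fewer than 10 cells were not compared, which left out the P15 and between-library comparisons in cells with Y-linked UMIs and no *Xist*, apart from *Lgr6* in P15 cluster 3. Those P15 cells were chosen with *Ddx3y* among the Y-linked genes. The 4 alternatives added after the data were seen were the mean of log-normalized values, the P15 immune cluster joined to cluster 1, and the versions of both sex alternatives without *Ddx3y*. None of the last 3 changed a direction or a side of the threshold.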

Differences from the paper's values

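The paper's values here were read by eye from Fig. 3. Alternatives are those chosen before the data were examined unless stated.

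The paper's average UMI per cell of *Acta2* in P7 cluster 1 is about 2.3 in Fig. 3G, read by eye, and the mean UMI count was 5.75. For *Tagln* in P7 cluster 1 the paper's value is about 1.7 in Fig. 3G, read by eye, and the mean UMI count was 3.24. For *Dcn* in the matrix cluster the paper's values are about 3.3 at P7 and about 3.7 at P15 in Fig. 3G, read by eye, and the mean UMI counts were 16.4 and 20.2. For *Col1a1* in the matrix cluster they are about 4.9 at P7 and about 5.0 at P15 in Fig. 3G, read by eye, and the mean UMI counts were 57.2 and 61.7. None of the alternatives chosen beforehand closed these gaps. The mean of the log-normalized values, a setting chosen after seeing the values, gave 2.36 for *Acta2*, 1.74 for *Tagln*, 3.14 and 3.701 for *Dcn* and 4.77 and 5.04 for *Col1a1*, all within 1.5 times the paper's values. Under that setting *Actg2* in P15 cluster 1 was 0.0712, where the mean UMI count, 0.0458, was closer to the paper's value of about 0.04 in Fig. 3G, read by eye.

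The paper's avg logFC of *Tagln* is about 1.3 in Fig. 3G, read by eye, and 1.13 was obtained. It came within the bootstrap error of the paper's value with 10 principal components (1.18), 30 principal components (1.16), 1000 variable genes (1.18), the UMI total not regressed out (1.34), seed 2 (1.15), without the 5% of cells with most UMIs (1.19), a pseudocount of 0.1 (1.34) and only cells with *Xist* and no Y-linked UMI (1.26). It did not with k of 20 neighbours (1.08), the genes the text names left out of the clustering (1.12), cells with at least 1000 genes (1.11), raw UMI counts (0.88) or P7 cells thinned to the P15 median UMI total (1.13). Of the alternatives chosen after seeing the values, the P15 immune cluster joined to cluster 1 gave 1.36. Keeping only cells with *Xist* and no UMI of *Eif2s3y*, *Uty* and *Kdm5d*, chosen then too, gave 1.06. Bootstrap error was computed only for the reported 1.13, with an interval of 0.97 to 1.29. Since 1.3 was read by eye, settings near the edge of that error cannot be sorted reliably.

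The paper's number of cells in P15 cluster 1 is about 500 in Fig. 3D, read by eye, and 262 were found. Within 1.5 times the paper's value were 10 principal components (420), 30 principal components (373), 1000 variable genes (362), the UMI total not regressed out (381), k of 20 neighbours (448) and seed 2 (368). Outside it were the genes the text names left out of the clustering (288), cells with at least 1000 genes (220) and cells without the 5% with most UMIs (254). The P15 immune cluster joined to cluster 1, chosen after seeing the values, gave 376.

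The paper places most *Pdgfra*-low cells of P7 in cluster 2. Of the 550 P7 cells with 1 *Pdgfra* UMI, 20.5% were in cluster 2 and 62.2% in cluster 1, while cluster 2 held 52.1% of the 2324 cells without a UMI. The paper places most *Pdgfra*-high cells of P15 in cluster 1, and 45.5% of the P15 cells with at least 2 UMIs were there with the clustering used. As given above, this share rose to a majority under some clustering alternatives and fell when the UMI total was not regressed out. The division of cells between P15 clusters 1 and 3 was not stable, so the 45.5% does not decide against the paper's statement. The paper proposes that most *Pdgfra*+ cells of P7 express *Acta2* and *Tagln*, and does not say whether in the same cell. Singly, *Acta2* was detected in 73.7% and *Tagln* in 51.9% of all P7 cells. Both were detected together in 46.2% of all P7 cells and in 60.02% of those with a *Pdgfra* UMI. The paper likens P15 cluster 3 to P7 cluster 4. *Lgr6* was detected in 19.4% and 63.5% of their cells, *Acta2* in 32.1% and 96.1% and *Pdgfra* in 40.7% and 2.46%. The levels used to call cells high or low were chosen after seeing the counts.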

Other observations

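The test of whether changed genes host pseudogenes was chosen before its result was seen. The avg logFC of *Acta2* after thinning came from an alternative chosen before the data were examined. All other tests in this part were chosen only after the result was seen.

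The lower *Acta2* in P15 cluster 1 (avg logFC 1.67, P7 against P15) was set against technical explanations. After thinning P7 cells to the P15 median UMI total the avg logFC was 1.67, a value that thinning leaves unchanged on average. Without normalization, the thinned P7 cluster 1 cells still had 5.11 *Acta2* UMIs per cell, against 0.714 at P15, and the median depths of cluster 1 were 2536 and 2312.5 UMIs per cell, so fewer UMIs per cell at P15 do not explain it. In cells with *Xist* and none of *Eif2s3y*, *Uty* and *Kdm5d* it was 1.66, so a different sex of the cells does not. Over all cells but the P15 immune cluster it was 1.52, so the boundary of cluster 1 does not. In cluster 1 cells without a UMI of the dissociation genes *Fos*, *Jun*, *Hspa1a* and *Egr1*, 152 cells at P7 and 49 at P15, it was 1.72. Among the changes toward P7 of all genes detected in cluster 1 it ranked at percentile 100.0, while *Fmo2* and *Spp1* changed more in the other direction. The higher mitochondrial share of the P7 cells was not tested as an explanation. Library batch could not be tested with 1 library per age, so the change cannot be told apart from a difference between the libraries.

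*Pdgfra* was detected in 45.3% of P15 cells and 27.8% of P7 cells, a difference the paper does not discuss. The P7 library had the higher median depth, and thinning it to the P15 median could only lower its share, to 26.0%, so that test does not bear on the difference. In cells with *Xist* and none of the 3 Y-linked genes the difference was 18.3 percentage points. With the P7 clusters weighted by the sizes of P15 clusters 1 to 4, the P7 share was 16.1%, which gives P7 cluster 4 the weight of P15 cluster 3. Apart from the cycling cluster 3, which had no match at P15, the P7 clusters had *Pdgfra* in at most 44.3% of cells, so no weighting of them reaches 45.3%, a share that is itself lowered by the 3.51% of the immune cluster. The share also rose within cluster 1, from 44.3% to 74.4%, and within cluster 2, from 10.6% to 50.5%. The share of the clusters therefore does not explain it. Library batch could not be tested with 1 library per age. The sort gate of each day could therefore be the source as well as the age, and these cannot be told apart.

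P15 cluster 3 had few cells with the genes of P7 cluster 4. At least 4 of 7 such genes were detected in 83.7% of P7 cluster 4 cells and 4.23% of P15 cluster 3 cells. After thinning, 82.8% of P7 cluster 4 cells still had them, although this left P7 cluster 4 deeper than P15 cluster 3, so depth was not fully matched. Over the whole library, 2.03% of P15 cells and 5.84% of P7 cells had them, so they were not in another P15 cluster. One hypothesis is that most cells of P15 cluster 3 may not be the counterpart of P7 cluster 4, with the 24 cells of P15 cluster 3 that had at least 4 of the genes as candidates for it. A difference between the libraries in sorting cannot be excluded.

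The pattern of *Ddx3y* and *Eif1* led to a wider test of counts on pseudogenes in introns. Of the genes in the annotation, 683 had a processed pseudogene on the same strand within their bounds, and 391 of these had a pseudogene with an accepted parent gene. Across P15 cells, the median Pearson's r of host and parent over 139 pairs was 0.094, against 0.0328 for random pairings of the same genes, which ranked at percentile 100.0 of 10000 pairings. Across P7 cells it was 0.0652 over 146 pairs, against 0.0349, at percentile 100.0. An r above 0.3 was found in 42 pairs at P15 and 38 at P7. *Tecpr2* had an r of 0.92 with *Rps19* at P15 and 0.89 at P7. These values are consistent with reads of the parent gene counted on the pseudogene, and no biological explanation was tested. Of the 379 genes changed in cluster 1 between P7 and P15, 4.75% host such a pseudogene, against 3.41% of the other genes tested, so this does not account for the changed genes as a group. None of the 17 genes named in the paper's text or Fig. 3C, 3F and 3G hosts one, but *Hpse2* and *Pcdh15*, which are among the 7 heatmap genes that named P7 cluster 4, each do. Cells of one library are not independent replicates.

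*Erg*, an endothelial gene shown in Fig. 3C and 3F, was detected in 3.48% of P7 cells and 4.54% of P15 cells. At least 2 genes of an endothelial list were detected together in 4 P7 cells and 4 P15 cells. B cell genes were found this way in 11 P15 cells and macrophage genes in 9, and in 0 P7 cells for both.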
